# Polycomb repressive complex 1 shapes the nucleosome landscape but not accessibility at target genes

**DOI:** 10.1101/gr.237180.118

**Published:** 2018-10

**Authors:** Hamish W. King, Nadezda A. Fursova, Neil P. Blackledge, Robert J. Klose

## Abstract

Polycomb group (PcG) proteins are transcriptional repressors that play important roles in regulating gene expression during animal development. In vitro experiments have shown that PcG protein complexes can compact chromatin to limit the activity of chromatin remodeling enzymes and access of the transcriptional machinery to DNA. In fitting with these ideas, gene promoters associated with PcG proteins have been reported to be less accessible than other gene promoters. However, it remains largely untested in vivo whether PcG proteins define chromatin accessibility or other chromatin features. To address this important question, we examine the chromatin accessibility and nucleosome landscape at PcG protein-bound promoters in mouse embryonic stem cells using the assay for transposase accessible chromatin (ATAC)-seq. Combined with genetic ablation strategies, we unexpectedly discover that although PcG protein-occupied gene promoters exhibit reduced accessibility, this does not rely on PcG proteins. Instead, the Polycomb repressive complex 1 (PRC1) appears to play a unique role in driving elevated nucleosome occupancy and decreased nucleosomal spacing in Polycomb chromatin domains. Our new genome-scale observations argue, in contrast to the prevailing view, that PcG proteins do not significantly affect chromatin accessibility and highlight an underappreciated complexity in the relationship between chromatin accessibility, the nucleosome landscape, and PcG-mediated transcriptional repression.

In eukaryotic cells, DNA is wrapped around histone octamers to form nucleosomes and chromatin (Kornberg and Lorch 1999). Chromatin functions to organize the DNA of large eukaryotic genomes into the relatively small confines of the nucleus. The position of nucleosomes on DNA and the organization of nucleosomes into higher-order chromatin structures also plays major roles in gene regulation (Kouzarides 2007; Li et al. 2007). For example, nucleosomes can occlude sequence-specific transcription factors and the transcriptional machinery from accessing the DNA sequence, thus regulating their activity (Kornberg and Lorch 1999; Li et al. 2007; Jiang and Pugh 2009). This can be overcome through the eviction, repositioning, or destabilization of nucleosomes to create chromatin states that are more accessible to *trans*-acting factors (Henikoff 2008; Jiang and Pugh 2009). Accessible chromatin is therefore a characteristic feature of gene regulatory elements including gene promoters and enhancers (Boyle et al. 2008; Song et al. 2011; Thurman et al. 2012). The formation and maintenance of accessible chromatin states appears to be highly regulated, and accessibility is often related to post-translational modification of histones associated with gene regulatory elements. By extension, it has been proposed that chromatin-modifying systems and their associated activities may help to define accessibility at these important regulatory sites.

In animals, Polycomb group (PcG) proteins play central roles in developmental gene regulation. This diverse group of proteins form large multiprotein complexes that bind gene regulatory elements and modify chromatin to establish what is thought to be a transcriptionally repressive chromatin state (Müller and Verrijzer 2009; Di Croce and Helin 2013). PcG proteins generally exist in one of two multiprotein complexes, known as Polycomb repressive complexes 1 and 2 (PRC1 and PRC2). PRC1 complexes, through their catalytic subunit, RING1 (also known as RING1A) or RNF2 (also known as RING1B), monoubiquitylate histone H2A at lysine 119 (H2AK119ub1), whereas PRC2 methylates histone H3 on lysine 27 (H3K27me3). In vertebrates, PRC1 and PRC2 are targeted by various mechanisms to gene promoters, particularly those associated with nonmethylated CpG islands (CGIs) (Bracken and Helin 2009; Simon and Kingston 2013; Blackledge et al. 2015). The occupancy and activity of PcG complexes at CGI gene promoters is typically associated with low or undetectable transcriptional activity. Removal of PcG complexes can lead to the abnormal transcription of PcG-occupied genes (Boyer et al. 2006; Bracken et al. 2006; Endoh et al. 2008; Leeb et al. 2010; Blackledge et al. 2014). Many of these inappropriately activated genes are associated with embryonic development, and their precocious expression during embryogenesis could possibly explain the embryonic lethal phenotypes observed in PcG mutant mice. However, the mechanisms by which PcG complexes achieve transcriptional repression, and how this relates to their activities on chromatin, remain poorly understood.

PcG complexes are thought to repress transcription through the biochemical compaction of chromatin and the creation of inaccessible chromatin at PcG-occupied promoters. This is based in part on in vitro characterization of reconstituted *Drosophila* and mammalian PRC1 complexes which were capable of compacting nucleosomal arrays and inhibiting the activity of nucleosome remodeling complexes (Francis et al. 2004; Trojer et al. 2007, 2011; Grau et al. 2011). These biochemical studies supported a model whereby PcG complexes, particularly PRC1, compact chromatin to create a transcriptionally repressive chromatin state at PcG target sites. In fitting with these in vitro activities, in vivo PcG-occupied promoters also exhibit reduced sensitivity to nuclease digestion when compared to gene promoters lacking PcG complexes (Bell et al. 2010; Calabrese et al. 2012; Kelly et al. 2012; Beck et al. 2014; Deaton et al. 2016). Furthermore, PcG target sites are also more refractory to transcription factor and polymerase binding (Zink and Paro 1995; McCall and Bender 1996; Fitzgerald and Bender 2001). Together, these studies have suggested that DNA within PcG complex-occupied chromatin is less accessible to *trans*-acting factors, consistent with biochemical activities that act locally to compact nucleosomes. However, despite the correlation between PcG protein occupancy and reduced accessibility, and the widespread view that PcG complexes create inaccessible chromatin, genome-scale analyses of whether PcG complexes directly influence chromatin accessibility in vivo remain limited. We therefore have a poor understanding of how chromatin organization is achieved at PcG target sites and how this relates to their repressed transcriptional state.

## Results

### Polycomb-occupied promoters show reduced accessibility

Previous studies have demonstrated that PcG proteins and their associated complexes are capable of compacting nucleosomal arrays in vitro (Francis et al. 2004; Trojer et al. 2007, 2011; Grau et al. 2011), whereas in vivo studies have revealed reduced chromatin accessibility at PcG-occupied promoters compared to PcG-free promoters (Bell et al. 2010; Calabrese et al. 2012; Kelly et al. 2012; Beck et al. 2014; Deaton et al. 2016). These nucleosome-based features are distinct from other descriptions of PcG-dependent compaction which occur on the order of ∼100–1000 kb and are more likely to reflect long-range chromatin interactions and higher-order chromatin structures (Eskeland et al. 2010; Schoenfelder et al. 2015; Cruz-Molina et al. 2017; Kundu et al. 2017). To understand whether PcG complexes might indeed regulate the chromatin- and nucleosome-based landscape at gene promoters in living cells, we set out to carefully compare promoters occupied by PcG complexes and those that lack PcG proteins in mouse embryonic stem cells (ESCs) where PcG systems have been extensively studied. To achieve this, we first identified PcG-occupied promoters based on chromatin immunoprecipitation followed by massively parallel sequencing (ChIP-seq) for the PRC1 subunit RNF2 and the PRC2 subunit SUZ12 in mouse ESCs (Fig. 1A). In fitting with previous studies that suggest CpG islands (CGIs) represent an important PcG recruitment site (Mendenhall et al. 2010; Farcas et al. 2012; He et al. 2013; Wu et al. 2013), we observed that 98.4% of PcG-occupied transcription start sites (TSSs) are also marked by the presence of an experimentally identified, nonmethylated CGI (Fig. 1B; Long et al. 2013). Given the substantial differences between CGI and non-CGI chromatin (Blackledge and Klose 2011; Deaton and Bird 2011), we chose to focus our subsequent analysis to CGI-associated gene promoters. Having identified a high-confidence set of PcG-occupied promoters, we then examined whether PcG-occupied gene promoters were associated with chromatin that differed in any way from non-PcG promoters.

**Figure 1.**
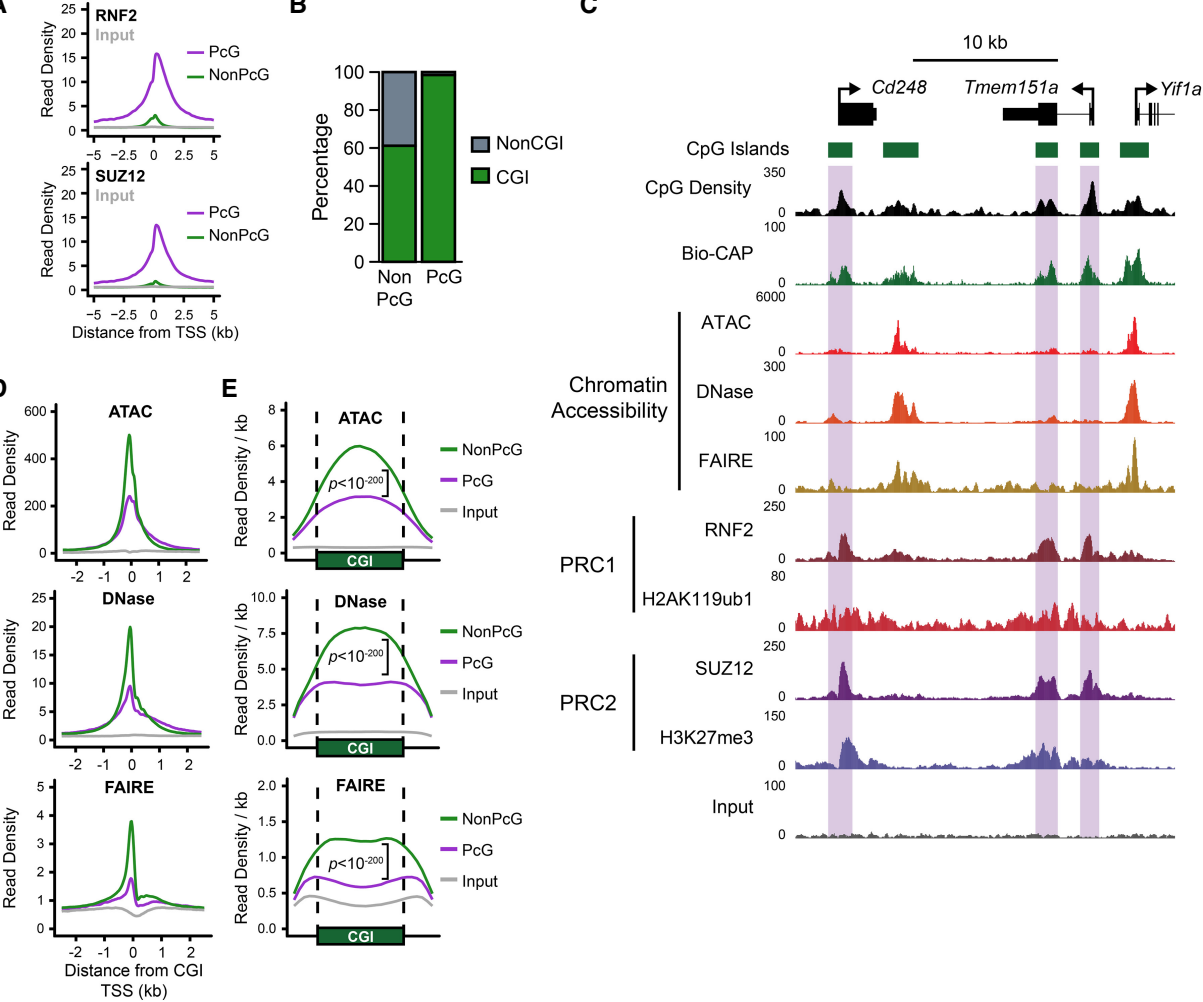
Polycomb-occupied promoters exhibit reduced chromatin accessibility compared to Polycomb-free promoters. (*A*) A metaplot analysis comparing RNF2 (PRC1; *upper*) and SUZ12 (PRC2; *lower*) ChIP-seq signal at Polycomb (PcG)-occupied promoters or PcG-free (non-PcG) promoters in mouse embryonic stem cells (ESCs), centered on transcription start sites (TSSs). (*B*) A comparison of the percentage of PcG and non-PcG TSSs (±500 bp) that overlap with experimentally identified nonmethylated CpG islands (CGIs). (*C*) A genome screenshot of several PcG-occupied promoters (highlighted in purple boxes) profiling three measures of chromatin accessibility: ATAC-seq, DNase-seq, and FAIRE-seq. CpG density and nonmethylated DNA (measured by Bio-CAP), in addition to PRC1 and PRC2 ChIP-seq, are included for reference. (*D*) A metaplot analysis comparing ATAC-seq, DNase-seq, and FAIRE-seq signal at PcG-occupied (*n* = 4020) or PcG-free (*n* = 10,251) CGI promoters, centered on TSSs. Input for ATAC-seq and DNase-seq represents digestion of naked genomic DNA by Tn5 or DNase I, respectively. (*E*) A metaplot analysis at CGI intervals (±20%) for CGI-positive TSSs with (PcG) or without (NonPcG) for ATAC-seq, DNase-seq, and FAIRE-seq signal, normalized to CGI interval size. *P*-values represent comparison of reads per kilobase per million (RPKM) at PcG-bound CGI promoter intervals compared to non-PcG CGI promoters.

We considered three different measures of chromatin accessibility in mouse embryonic stem cells: the assay for transposase accessible chromatin (ATAC-seq), DNase I hypersensitivity (DNase-seq), and formaldehyde-assisted isolation of regulatory elements (FAIRE-seq). ATAC-seq and DNase-seq measure accessibility by interrogating the digestion frequency of chromatin by Tn5 transposase or DNase I, respectively (Cockerill 2011; Buenrostro et al. 2013). Alternatively, FAIRE-seq uses a biochemical approach to purify DNA fragments that are not physically bound by proteins (e.g., nucleosomes or transcription factors), providing a complimentary measure of whether a genomic locus exists in an accessible state (Giresi et al. 2007). Using these measurements, we compared chromatin accessibility at promoters with or without PcG complex occupancy (Fig. 1C–E). Visual examination of several promoters occupied by PcG proteins clearly demonstrated that they had reduced accessibility when compared to neighboring PcG-free promoters (Fig. 1C). Indeed, a genome-wide analysis confirmed that PcG-occupied promoters exhibited significantly lower levels of accessibility than PcG-free promoters (Fig. 1D), confirming and extending previous observations in both *Drosophila* and mammalian cells (Zink and Paro 1995; McCall and Bender 1996; Boivin and Dura 1998; Fitzgerald and Bender 2001; Bell et al. 2010; Calabrese et al. 2012; Beck et al. 2014; Deaton et al. 2016). This difference in accessibility was not limited to the TSS itself, but instead occurred across the entire breadth of the CGI and its associated PcG chromatin domain (Fig. 1E). Furthermore, PcG complex occupancy was associated with reduced chromatin accessibility when expression-matched PcG and non-PcG promoters were compared (Supplemental Fig. S1A). We also examined the relationship between PcG chromatin domains and promoter accessibility in other mouse tissues and cell lines. We found that reduced chromatin accessibility at PcG promoters was widespread (Supplemental Fig. S1B,C). Although PcG complex enrichment is usually associated with gene promoters in mammalian cells, we also examined the subset of distal elements bound by PcG complexes and compared them to distal elements that lacked PcG complexes (Supplemental Fig. S2A,B). In contrast to gene promoters, PcG-bound distal elements showed little difference in their accessibility when compared to distal elements without PcG binding. This suggested that PcG complexes may specifically limit chromatin accessibility at gene promoters.

### Elevated occupancy and closer spacing of nucleosomes at PcG-occupied promoters

PcG promoters have been proposed to exist in a more nucleosome-enriched state compared to non-PcG promoters in mammalian cells (Kelly et al. 2012; West et al. 2014). We were therefore keen to explore in more detail the nucleosome landscape at PcG-occupied gene promoters in our ATAC-seq experiments. To achieve this, we extracted nucleosome occupancy and positioning data using the NucleoATAC approach (Fig. 2A; Schep et al. 2015) and compared PcG-occupied promoters and PcG-free promoters in mouse embryonic stem cells (Fig. 2B–F). Here, we use the term nucleosome occupancy to describe the observed level of mononucleosome signal at defined nucleosome dyad centers, whereas nucleosome spacing refers to the distance between identified nucleosome positions (Fig. 2A; for more details, see Methods). Our analysis revealed elevated nucleosome occupancy at PcG promoters compared to PcG-free promoters, in agreement with previous observations (Fig. 2B–D; Kelly et al. 2012; West et al. 2014). However, PcG-bound TSSs are still depleted of nucleosomes compared to the surrounding genome (Hagstrom et al. 1997; Mohd-Sarip et al. 2005, 2006; Papp and Müller 2006; Mito et al. 2007). One of the proposed functions of PcG complexes is to compact nucleosomal arrays (Francis et al. 2004; Trojer et al. 2007, 2011; Grau et al. 2011). We therefore examined the spacing between nucleosomes at PcG-occupied promoters and observed that nucleosomes at PcG-occupied promoters exhibited shorter inter-dyad distances and their positions were less well-defined when compared to nucleosomes found at PcG-free promoters (Fig. 2C,E,F). Elevated nucleosome occupancy and less well-positioned nucleosomes were clearly evident at PcG-bound promoters across all expression quantiles (Supplemental Fig. S3A), as well as at PcG-bound distal regulatory elements (Supplemental Fig. S2B). Together, these observations indicate that PcG target sites in ESCs exist in a nucleosome-rich state with more closely spaced nucleosomes than PcG-free regions.

**Figure 2.**
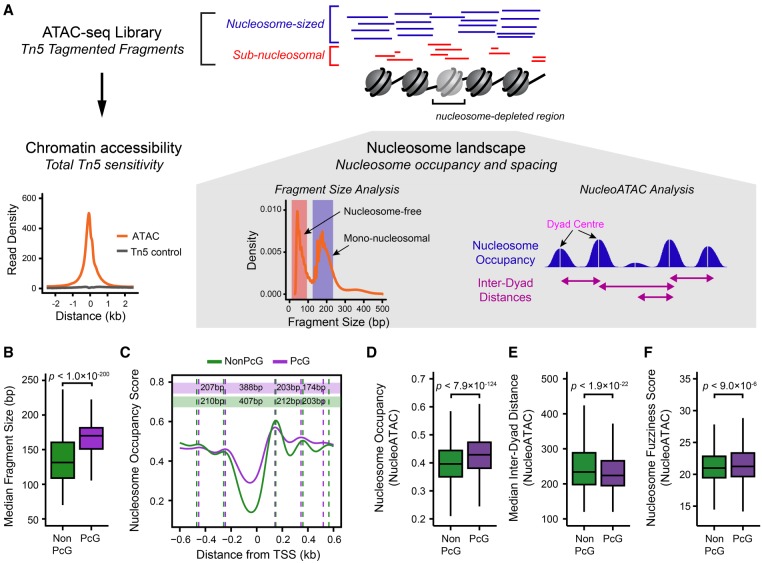
Characterization of the nucleosome landscape at Polycomb-occupied promoters. (*A*) A schematic detailing the approach to analyze nucleosome landscape features from ATAC-seq data. The cleavage of Tn5 hypersensitive DNA (accessible DNA) by Tn5 generates DNA fragments that broadly reflect either mononucleosomal fragments (blue) or nucleosome-free fragments (red). The total count of fragments represents total chromatin accessibility at a given loci, and the fragment size distribution allows the examination of qualitative features of Tn5 sensitivity, such as nucleosome occupancy or positioning using either the median fragment size for a gene promoter or the quantification of nucleosome occupancy signal using the software package NucleoATAC (Schep et al. 2015). After identifying nucleosome positions using NucleoATAC, individual nucleosome dyad centers can then be identified, and the distance between neighboring dyad centers can be calculated. (*B*) A box plot comparing the median ATAC-seq fragment sizes for PcG-occupied (*n* = 4020) or non-PcG (*n* = 10,251) CGI promoters. PcG-occupied promoters tend to have larger fragment sizes consistent with an enrichment for nucleosomal-sized fragments. (*C*) A metaplot for PcG-occupied or PcG-free promoters depicting nucleosome occupancy signal extracted from ATAC-seq data using NucleoATAC, centered on TSSs. The average dyad center for each nucleosome position is marked by dashed lines, and the distance between each nucleosome position is included in the colored rectangles: (purple) PcG; (green) NonPcG. (*D*) A box plot comparing the NucleoATAC-derived nucleosome occupancy score within PcG-occupied or PcG-free promoters. (*E*) A box plot comparing the median inter-dyad distances within PcG-occupied or PcG-free promoters. Distances were calculated between the centers of neighboring dyad positions identified by NucleoATAC. (*F*) A box plot comparing the median fuzziness score for nucleosomes identified by NucleoATAC within PcG-occupied or PcG-free promoters.

### Deletion of PRC1, but not PRC2, results in altered nucleosome occupancy and spacing without changes in chromatin accessibility

Our characterization of the chromatin landscape at PcG-occupied promoters is consistent with previous reports implicating PcG complexes in the compaction of nucleosome arrays to create inaccessible chromatin. However, whether PcG complexes themselves define these features in vivo has yet to be interrogated satisfactorily. We therefore set out to examine the chromatin landscape of PcG-occupied promoters in cells lacking normal PcG complex activity (Fig. 3). To achieve this, we exploited mouse ESC lines to ablate either PRC1 or PRC2. We used *Ring1*^−/−^;*Rnf2*^*fl/fl*^ conditional ESCs (Endoh et al. 2008) in which the addition of tamoxifen leads to *Rnf2* deletion and the creation of PRC1-null cells (Fig. 3A). As expected, treatment of this cell line with tamoxifen was sufficient to remove RNF2 protein and PRC1-deposited H2AK119ub1 (Fig. 3B). Alternatively, the PRC2 core complex was removed using an EED conditional knockout cell line (*Eed*^−/−^;*Eed4.TG*^*DOX*^) which expresses a doxycycline-sensitive *Eed4* transgene (*Eed4*^TG^) in an *Eed*^−/−^ background (Fig. 3C; Ura et al. 2008). In the presence of doxycycline, *Eed4*^TG^ is not expressed, leading to loss of EED expression, destabilization of the core PRC2 complex (Ura et al. 2008; Tavares et al. 2012), and loss of H3K27me3 (Fig. 3D). We performed ATAC-seq in the *Ring1*^−/−^;*Rnf2*^*fl/fl*^ and *Eed*^−/−^;*Eed4.TG*^*DOX*^ ESCs in order to understand whether PRC1 or PRC2 are responsible for the chromatin features associated with PcG occupancy in mouse ESCs. Initially we considered two PcG-occupied genes, *Lhx9* and *Ovol1*, with low chromatin accessibility at their promoters in wild-type ESCs and examined their accessibility in the PRC1- or PRC2-null state (Fig. 3E). There was no apparent change in chromatin accessibility in the absence of either PRC1 or PRC2 at these loci. We then extended this analysis across all PcG-occupied promoters. Again, we did not identify any significant changes in chromatin accessibility following deletion of either PRC1 or PRC2 (Fig. 3F,G; Supplemental Fig. S4), in agreement with a previous study examining chromatin accessibility in the *Ring1*^−/−^;*Rnf2*^*fl/fl*^ ESCs (Hodges et al. 2018). This was unexpected given the previously observed biochemical activities of PcG complexes, therefore revealing that deletion of PRC1 or PRC2 does not influence chromatin accessibility at PcG-occupied gene promoters in ESCs. To determine whether this was also the case in other cell types, we examined chromatin accessibility in a *Ring1*^−/−^;*Rnf2*^*fl/fl*^ conditional mouse embryonic fibroblast cell line by ATAC-seq (Supplemental Fig. S5A–C). In wild-type fibroblasts PcG-occupied promoters exhibited lower levels of chromatin accessibility compared to PcG-free promoters. In agreement with our analysis of PRC1-null ESCs, this disparity between chromatin accessibility of PcG-bound promoters and PcG-free promoters remained after deletion of PRC1 in the *Ring1*^−/−^;*Rnf2*^*fl/fl*^ fibroblasts (Supplemental Fig. S5C), although we did observe modest and nonspecific increases in accessibility more generally. Therefore, we conclude that although PcG-bound promoters are associated with reduced accessibility compared to PcG-free promoters, PcG systems do not directly create this lack of accessibility.

**Figure 3.**
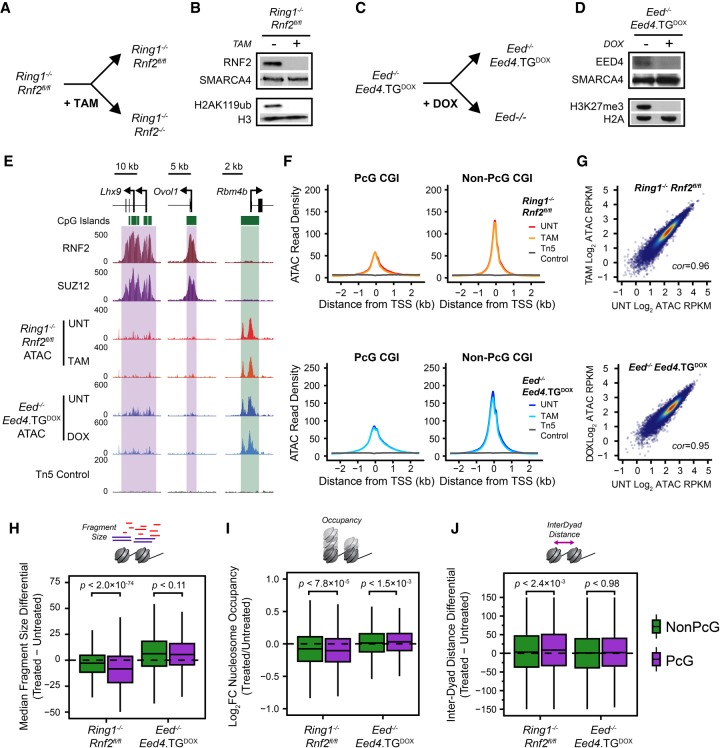
PRC1 contributes toward nucleosome spacing and occupancy but not chromatin accessibility. (*A*) A schematic depicting the treatment of *Ring1*^−/−^;*Rnf2*^*fl/fl*^ ESCs with 4-hydroxytamoxifen (TAM) to generate PRC1-null ESCs. (*B*) A Western blot analysis of untreated and TAM-treated *Ring1*^−/−^;*Rnf2*^*fl/fl*^ ESCs for RNF2 and H2AK119ub1. (*C*) A schematic depicting the treatment of *Eed*^−/−^;*Eed4.TG*^*DOX*^ ESCs with doxycycline (DOX) to generate PRC2-null ESCs. (*D*) A Western blot analysis of untreated and DOX-treated *Eed*^−/−^;*Eed4.TG*^*DOX*^ ESCs for EED and H3K27me3. (*E*) Genome screenshots of chromatin accessibility, as measured by ATAC-seq, at two PcG-occupied promoters (purple boxes) and one PcG-free promoter (green box) before and after conditional deletion of PRC1 or PRC2 from mouse ESCS. (*F*) A metaplot analysis for *Ring1*^−/−^;*Rnf2*^*fl/fl*^ and *Eed*^−/−^;*Eed4.TG*^*DOX*^ ATAC-seq before and after TAM or DOX treatment, respectively, at PcG-occupied (*n* = 4020) or non-PcG CGI promoters (*n* = 10,251), centered on TSSs. (*G*) A scatterplot analysis comparing untreated and treated reads per kilobase per million (RPKM) for *Ring1*^−/−^;*Rnf2*^*fl/fl*^ and *Eed*^−/−^;*Eed4.TG*^*DOX*^ ATAC-seq at all CGI promoters. (*H*) A box plot comparing the change in median Tn5-tagmented fragment sizes for PcG and non-PcG CGI promoters in *Ring1*^−/−^;*Rnf2*^*fl/fl*^ and *Eed*^−/−^;*Eed4.TG*^*DOX*^ ATAC-seq data sets before and after TAM or DOX treatment, respectively. A decrease in median fragment size reflects a shift toward a more nucleosome-free state. (*I*) A box plot quantifying the log_2_ fold change (log_2_FC) in NucleoATAC-derived nucleosome occupancy for PcG and non-PcG CGI promoters in *Ring1*^−/−^;*Rnf2*^*fl/fl*^ and *Eed*^−/−^;*Eed4.TG*^*DOX*^ ATAC-seq data sets before and after TAM or DOX treatment, respectively. (*J*) A box plot comparing the difference in median inter-dyad distances for PcG and non-PcG CGI promoters in *Ring1*^−/−^;*Rnf2*^*fl/fl*^ and *Eed*^−/−^;*Eed4.TG*^*DOX*^ ATAC-seq data sets before and after TAM or DOX treatment, respectively.

Because PcG-occupied gene promoters also show elevated nucleosome occupancy and closer nucleosome spacing (Fig. 2), we were keen to examine whether these nucleosome features might be altered in the absence of either PRC1 or PRC2 (Fig. 3H–J). These analyses revealed that the deletion of PRC1, but not PRC2, resulted in reductions in the mononucleosome-sized fragments and NucleoATAC-derived nucleosome occupancy scores (Fig. 3H,I; Supplemental Fig. S6A) coupled with subtle increases in inter-nucleosomal spacing (Fig. 3J) at PcG-occupied promoters. We also performed MNase-seq as an alternative measurement of nucleosome positioning and occupancy in the *Ring1*^−/−^;*Rnf2*^*fl/fl*^ ESCs (Supplemental Fig. S6B–D) and examined ATAC-derived nucleosome features in *Ring1*^−/−^;*Rnf2*^*fl/fl*^ mouse embryonic fibroblasts (Supplemental Fig. S5D). These analyses revealed similar reductions in nucleosome occupancy and altered nucleosome spacing in the absence of PRC1, although this was less apparent in mouse embryonic fibroblasts. Importantly, these effects were not observed or considerably less dramatic at non-PcG promoters, indicating that this effect was specific to the promoters occupied by PcG complexes. To our knowledge, these observations demonstrate for the first time in vivo that PRC1 can influence the nucleosome landscape by altering nucleosome occupancy and spacing, albeit modestly, in a way that does not appear to define overall accessibility at the gene promoters. This suggests that these features are not directly coupled at PcG-occupied gene promoters.

### PcG complexes do not function redundantly to shape the chromatin landscape at PcG-occupied promoters

Previous studies have identified some instances of redundancy between the activity and function of PRC1 and PRC2 (Leeb et al. 2010). Furthermore, deletion of PRC1 results in widespread reductions, but not complete loss, of PRC2 at PcG-occupied promoters (Blackledge et al. 2014), and vice versa in PRC2-null cells (Tavares et al. 2012). As such it seemed possible that redundancy between PRC1 and PRC2 could potentially mask any effects on chromatin accessibility or more profound effects on nucleosome features at PcG-occupied promoters. We therefore sought to develop a cell culture system in which we could remove both PRC1 and PRC2. Previous reports have established that mouse ESCs lacking PRC2 are viable and can be maintained in culture (Boyer et al. 2006; Chamberlain et al. 2008; Shen et al. 2008; Leeb et al. 2010), whereas cells lacking PRC1 differentiate and are unable to be maintained as pluripotent cells (Stock et al. 2007; Endoh et al. 2008). Therefore, we constitutively deleted *Eed* (EED) in the *Ring1*^−/−^;*Rnf2*^*fl/fl*^ conditional ESCs using CRISPR/Cas9-mediated gene editing (Fig. 4A) and confirmed loss of EED protein levels by Western blotting (Fig. 4B). Treatment of *Ring1*^−/−^;*Rnf2*^*fl/fl*^;*Eed*^−/−^ ESCs with tamoxifen resulted in the complete loss of PRC1, effectively removing both PcG complexes (Fig. 4B). We then examined the chromatin landscape at PcG-occupied gene promoters by performing ATAC-seq on the *Ring1*^−/−^;*Rnf2*^*fl/fl*^;*Eed*^−/−^ ESCs with or without tamoxifen treatment. Even in the absence of both PRC1 and PRC2, there were no increases in accessibility at either individual PcG-occupied promoters (Fig. 4C) or genome-wide (Fig. 4D), similar to our observation in lines with deletion of PRC1 or PRC2 individually. However, consistent with a role for PRC1, but not PRC2, in modulating nucleosome spacing and occupancy at PcG-occupied promoters, we observed a shift toward nucleosome-free DNA and reduced nucleosome occupancy (Fig. 4E–G), as well as increased inter-dyad spacing (Fig. 4H), at PcG-bound promoters only in the PRC1- and PRC1/2-null cells. The effects in PRC1/2-null cells were similar to those observed in cells lacking only PRC1 (Fig. 4E–H), suggesting little if any contribution of PRC2 to the regulation of nucleosome occupancy and spacing at PcG target sites, although we cannot exclude the possibility that this may reflect an adaptation of the nucleosome landscape in these cells due to constitutive loss of PRC2. Importantly, the fact that neither PRC1 or PRC2 appear to be responsible for limiting chromatin accessibility of PcG-occupied gene promoters in ESCs suggests that other pathways or processes must determine the reduced accessibility at these sites (Discussion).

**Figure 4.**
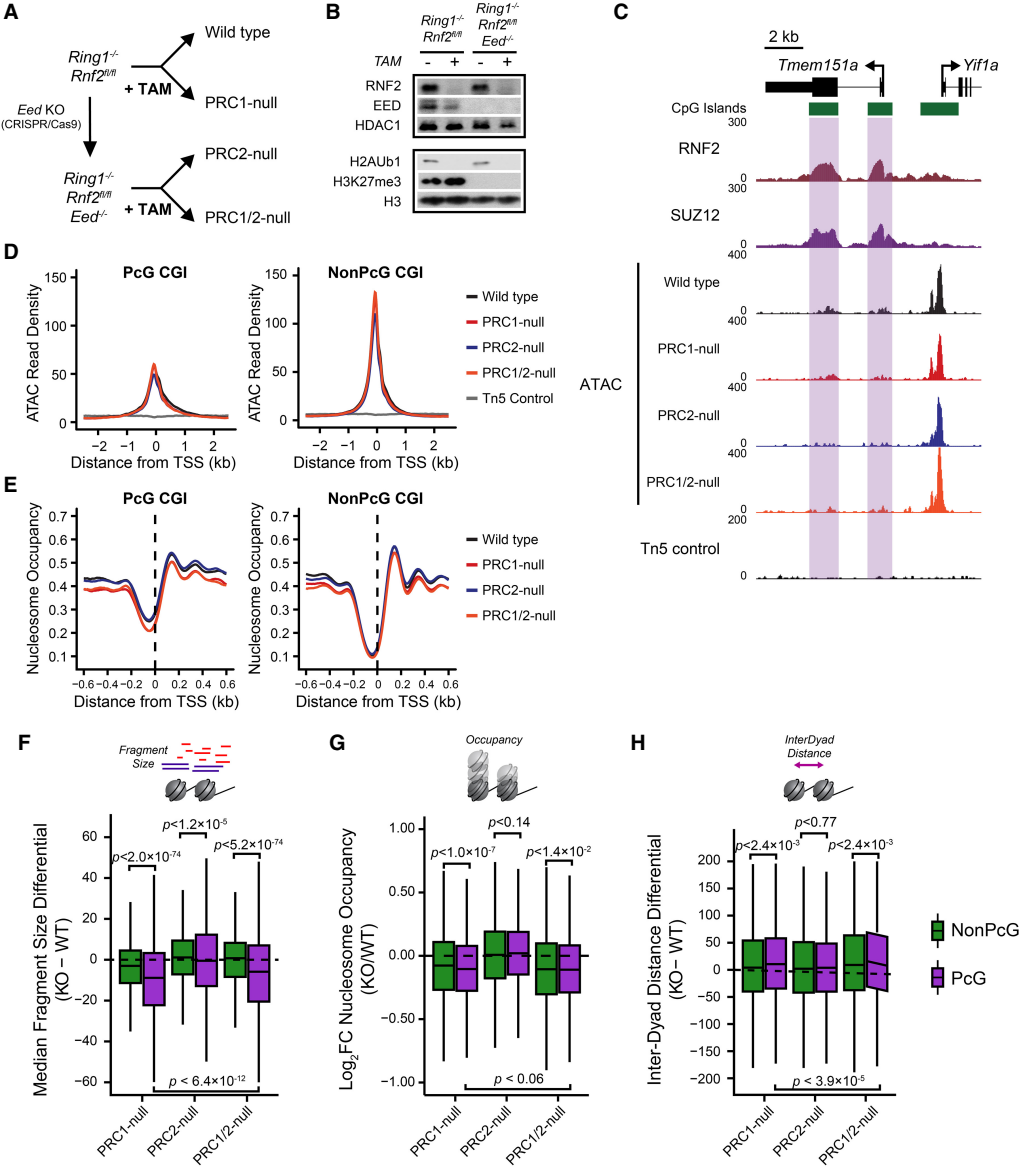
PRC1 and PRC2 do not function redundantly to shape the chromatin landscape at PcG-occupied gene promoters. (*A*) A schematic detailing the strategy to ablate PRC1 and/or PRC2 in mouse ESCs. (*B*) A Western blot analysis for RNF2, EED, H3K27me3, and H2AK119ub1 for *Ring1*^−/−^;*Rnf2*^*fl/fl*^ and *Ring1*^−/−^;*Rnf2*^*fl/fl*^;*Eed*^−/−^ ESCs with or without tamoxifen (TAM) treatment after 72 h. (*C*) A genome screenshot for *Ring1*^−/−^;*Rnf2*^*fl/fl*^ and *Ring1*^−/−^;*Rnf2*^*fl/fl*^;*Eed*^−/−^ ATAC-seq signal before and after TAM at PcG-occupied CGIs (highlighted in purple) and a non-PcG CGI promoter. (*D*) A metaplot analysis for *Ring1*^−/−^;*Rnf2*^*fl/fl*^ and *Ring1*^−/−^;*Rnf2*^*fl/fl*^;*Eed*^−/−^ ATAC-seq before and after TAM treatment at PcG-occupied (*n* = 4020) or non-PcG CGI promoters (*n* = 10,251), centered on TSSs. (*E*) A metaplot analysis for *Ring1*^−/−^;*Rnf2*^*fl/fl*^ and *Ring1*^−/−^;*Rnf2*^*fl/fl*^;*Eed*^−/−^ NucleoATAC-derived nucleosome occupancy score before and after TAM treatment at PcG-occupied or non-PcG CGI promoters, centered on TSSs. (*F*) A box plot comparing the change in median Tn5-tagmented fragment sizes for PcG and non-PcG CGI promoters between *Ring1*^−/−^;*Rnf2*^*fl/fl*^ and *Ring1*^−/−^;*Rnf2*^*fl/fl*^;*Eed*^−/−^ATAC-seq data sets before and after TAM treatment. (*G*) A box plot quantifying the log_2_ fold change (log_2_FC) in NucleoATAC-derived nucleosome occupancy for PcG and non-PcG CGI promoters in *Ring1*^−/−^;*Rnf2*^*fl/fl*^ and *Ring1*^−/−^;*Rnf2*^*fl/fl*^;*Eed*^−/−^ ATAC-seq data sets before and after TAM treatment. (*H*) A box plot comparing the difference in median inter-dyad distances for PcG and non-PcG CGI promoters in *Ring1*^−/−^;*Rnf2*^*fl/fl*^ and *Ring1*^−/−^;*Rnf2*^*fl/fl*^;*Eed*^−/−^ ATAC-seq data sets before and after TAM treatment.

### Remodeling of the PRC1-dependent nucleosome landscape is linked to RNA polymerase II activity

PcG complexes are required to maintain a transcriptionally repressive chromatin environment at developmentally regulated gene promoters. Our characterization of the nucleosome landscape revealed that PRC1 plays a unique role in shaping nucleosome occupancy and spacing at PcG-occupied promoters and that in the absence of PRC1 this PcG-associated nucleosome landscape reverted to an arrangement reminiscent of more transcribed non-PcG-associated promoters (Fig. 4). We therefore hypothesized that this altered nucleosome landscape may manifest not simply from the absence of PRC1 but instead as a result of activation of genes normally occupied by PcG complexes, potentially as a direct consequence of increased RNA polymerase II activity (Kireeva et al. 2002; Gilchrist et al. 2010; Kulaeva et al. 2010; Fenouil et al. 2012; Liang et al. 2017). This was based on our analysis that revealed correlations between gene expression, nucleosome landscape, and chromatin accessibility of CGI promoters (Supplemental Figs. S1A, S3A). To test this hypothesis, we first considered whether RNA polymerase II-dependent gene transcription contributes to the nucleosome landscape or accessibility of gene promoters in a manner opposing that of PRC1. We used the chemical inhibitor triptolide to acutely inhibit RNA polymerase II initiation and occupancy prior to performing ATAC-seq (Fig. 5A–D; Supplemental Fig. S7A). This resulted in significant increases in nucleosome occupancy (Fig. 5B,C) and decreased distances between nucleosomal dyads in the triptolide-treated cells compared to their untreated control (Fig. 5D), with the nucleosome landscape of PcG-free promoters in triptolide-treated ESCs now more closely resembling PcG-bound sites in untreated cells. This was consistent with RNA polymerase II countering the activity of PRC1 at gene promoters. However, it also suggested that the changes we observed at gene promoters in the PRC1-deficient cells might be linked to their transcriptional reactivation and not simply removal of the PRC1 complex. To examine this possibility, we performed nuclear RNA-seq in the *Ring1*^−/−^;*Rnf2*^*fl/fl*^ and *Ring1*^−/−^;*Rnf2*^*fl/f*^;*Eed*^−/−^ ESCs before and after tamoxifen treatment to identify gene promoters that were activated following removal of PRC1 and/or PRC2 and directly compared these effects to alterations in the nucleosome landscape. 

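*Eed* fell in both groups that carry its deletion and not in the cells that lost only PRC1. In the authors' deposited table its log2 fold change against wild type was -1.89 (standard error 0.09, adjusted p = 2.80e-99) in PRC2-null cells and -2.10 (standard error 0.09, adjusted p = 3.82e-122) in PRC1/2-null cells. In PRC1-null cells the authors' deposited table gives 0.03 (adjusted p = 0.815). *Eed* (NM_021876), which encodes a core subunit of PRC2, lies on chromosome 7 from 89954654 to 89980976 of mm10. Group means can be implied from the mean normalized count and the unshrunken fold changes of a gene. For *Eed* they were 4315 in wild type, 4413 in PRC1-null, 1161 in PRC2-null and 1001 in PRC1/2-null cells. *Rnf2*, the gene that tamoxifen deletes, had log2 fold changes of -0.41 (adjusted p = 2.33e-05) in PRC1-null, -0.26 (adjusted p = 0.00603) in PRC2-null and -0.50 (adjusted p = 4.57e-08) in PRC1/2-null cells in the authors' deposited table. Between PRC1/2-null and PRC2-null cells, which differ in tamoxifen, the *Rnf2* values of the authors' deposited table differed by -0.23 (standard error 0.12, adjusted p = 0.186). A count over the whole gene also takes in reads from outside the deleted part, so *Rnf2* RNA is no check of the tamoxifen labels. The paper shows loss of the protein (Fig. 4B). *Ring1*, deleted in all the lines, had an implied mean of 28.8 in wild type. The *Ring1*-/-;*Rnf2* fl/fl line lacks RING1 and carries a conditional allele of *Rnf2*, and its untreated cells are called wild type here. Treatment with 800 nM 4-hydroxytamoxifen for 72 h gives the PRC1-null cells. The *Ring1*-/-;*Rnf2* fl/fl;*Eed*-/- line was made from it with CRISPR/Cas9. It is PRC2-null before and PRC1/2-null after the same treatment. Nuclear RNA depleted of rRNA was sequenced in 4 biological replicates of each group, 16 libraries in all. The authors removed rRNA reads with Bowtie 2, aligned the others to mm10 with STAR and removed PCR duplicates with SAMtools. The authors then compared the groups with DESeq2 on a nonredundant set of mm10 genes. Their deposited tables hold 20633 RefSeq transcript entries, each with a mean normalized count, a moderated log2 fold change with its standard error, and an adjusted p. Values per library were not used here, so the spread between replicates enters only through the standard errors, and the depth of each library is unknown. An adjusted p was given for 17445 entries in PRC1-null cells and for 18588 in each of the other groups. A gene is called higher or lower at the threshold of the study, an adjusted p under 0.05 and a fold over 2. Counts over all genes, of overlaps and of differences are counts of transcript entries, while gene lists use 1 entry per gene. Both groups of *Ring1*-/-;*Rnf2* fl/fl;*Eed*-/- cells descend from the same CRISPR step, so loss of PRC2 is not separated here from other changes that these cells carry.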

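After loss of PRC1, developmental transcription factors at low levels in wild-type ESCs were among the largest rises. *Pax3* (NM_001159520, chromosome 1 from 78101267 to 78197136 of mm10), a homeobox gene of the neural tube and muscle precursors, had a log2 fold change of 5.51 (standard error 0.22, adjusted p = 1.86e-131) in the authors' deposited table. Its implied mean normalized count was 15.2 in wild type and 815 in PRC1-null cells. The T-box gene *Tbx18* rose by 4.63 (standard error 0.25, adjusted p = 1.41e-74) and the limb gene *Hoxd13* by 4.23 (standard error 0.28, adjusted p = 8.77e-49), both from the authors' deposited table. *Ebf2* and *Ebf3*, which encode early B cell factors, rose by 4.75 and 4.44 in the authors' deposited table. *Meis2*, a Hox cofactor, rose by 4.07 and the orphan nuclear receptor gene *Esrrg* by 4.27 in the authors' deposited table. Of 38 Hox cluster genes tested, 36 were higher and none lower in the authors' deposited table (37 higher when adjusted over the list alone), with a median log2 fold change of 3.21. The others were *Hoxb9* at 0.66 (adjusted p = 0.00199) and *Hoxb5* at 1.40 (adjusted p = 0.0746) in the authors' deposited table, where *Hoxb5* was chosen after its value was seen. Both lie on chromosome 11, whose expressed genes had a median log2 fold change 0.02 above that of the other chromosomes in PRC1-null cells. Among 79 Pax, LIM and other developmental homeobox genes, 66 were called higher and none lower (68 higher when adjusted over the list alone). They include *Lmx1a*, a gene of the roof plate and of dopaminergic neurons, at 3.44, and *Lhx9* at 3.27 in the authors' deposited table. The list of mesendoderm and heart transcription factors had 33 of 43 members higher and none lower (33 when adjusted over the list alone). Fisher's exact test against all other genes tested gave adjusted p = 2.97e-31 for the Hox, 6.23e-49 for the homeobox and 1.37e-22 for the mesendoderm list. The set test camera of limma gave adjusted p = 6.20e-29, 2.88e-46 and 4.60e-22 at a preset correlation of 0.01, and these calls held at 0.05 and 0.1. Of 50 Wnt, Fgf, Bmp and Hedgehog ligands, 30 were higher and 2 lower (30 and 2 when adjusted over the list alone; Fisher's exact test for higher, adjusted p = 6.06e-16; camera, adjusted p = 1.95e-07, and 0.0166 at a preset correlation of 0.1). *Wnt5a* was at 2.76 in the authors' deposited table, and the lower ligands were *Fgf18* at -1.86 and, chosen after its value was seen, *Inhbb* at -1.50. Germline genes were higher for 21 of 45 and lower for none (21 when adjusted over the list alone; Fisher's exact test, adjusted p = 9.31e-09; camera, adjusted p = 6.77e-22, and 3.16e-06 at a preset correlation of 0.1). Among them were the meiotic chromosome axis gene *Sycp2* at 2.74 and the piRNA pathway gene *Mael* at 2.35 in the authors' deposited table. No pluripotency gene was higher and 3 of 30 were lower, *Lefty1* at -2.04, *Nr0b1* at -1.30 and *Fgf4* at -1.25 in the authors' deposited table (3 when adjusted over the list alone). For lower pluripotency genes Fisher's exact test gave adjusted p = 0.0148 and camera adjusted p = 1.04e-04, and 0.044 at a preset correlation of 0.1. With no fold threshold 17 of the 30 pluripotency genes were lower and 1 was higher, and the median log2 fold change of the list was -0.44. Fibroblast and feeder markers were higher for 10 of 25 and lower for none (12 higher when adjusted over the list alone; Fisher's exact test, adjusted p = 6.21e-04; camera, adjusted p = 7.36e-06), with *Cd44* at 2.12 in the authors' deposited table. Over all genes the authors' deposited table calls 1953 higher and 197 lower, so that 90.8% of the calls were increases, while with no fold threshold 3225 were higher and 2781 lower (53.7% increases). The lists of CGI promoters and PcG target genes of the study were not used here, and these counts are over all genes tested.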

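In PRC2-null cells most Hox, other developmental homeobox and mesendoderm genes rose together with genes of the extraembryonic lineages and with fibroblast markers. Neurogenic transcription factors were split, with 12 of 39 higher and 4 lower (Fisher's exact test for higher, adjusted p = 0.0333; camera, adjusted p = 0.138). *Hand1* (NM_008213, chromosome 11 from 57828713 to 57832147 of mm10), a transcription factor of trophoblast and heart, had a log2 fold change of 6.31 (standard error 0.32, adjusted p = 5.00e-86) in the authors' deposited table. Its implied mean normalized count went from 5.57 in wild type to 664. *Plac1*, a placental gene on the X chromosome, rose by 5.50 (standard error 0.37, adjusted p = 6.77e-49) and *Igf2*, an imprinted growth factor, by 4.86, both from the authors' deposited table. Among primitive endoderm markers, *Thbd*, which encodes thrombomodulin, stood at 4.39 and the transcription factors *Foxa2* and *Gata4* at 3.79 and 3.24 in the authors' deposited table. Of 25 primitive endoderm markers 20 were higher (20 when adjusted over the list alone) and 1 was lower, *Apoe* at -2.31 in the authors' deposited table, chosen after its value was seen. Trophoblast markers were higher for 15 of 19 and lower for none (15 when adjusted over the list alone), with a median log2 fold change of 3.04 in the authors' deposited table. *Krt19*, a keratin of trophoblast epithelium, was at 4.02 in the authors' deposited table. *Hand1* and *Krt19* lie on chromosome 11, whose expressed genes had a median 0.47 above that of the other chromosomes in these cells. Fisher's exact test gave adjusted p = 6.05e-12 for the primitive endoderm and 6.35e-09 for the trophoblast list. The list of mesendoderm and heart factors, which shares members with both, had 31 of 46 higher and 1 lower (31 and 1 when adjusted over the list alone; Fisher's exact test for higher, adjusted p = 1.31e-14). The lower member was *Sox18* at -1.45 in the authors' deposited table, chosen after its value was seen. Hox cluster genes were higher for 31 of 39 and lower for none (33 when adjusted over the list alone; Fisher's exact test, adjusted p = 7.39e-18), and *Hoxc9* was at 3.44 in the authors' deposited table. *Hoxb9* of chromosome 11 was at 1.38, and its call ended when the fold changes of that chromosome were lowered by its median excess. Of 82 other developmental homeobox genes 57 were higher and 4 lower (57 and 4 when adjusted over the list alone; Fisher's exact test for higher, adjusted p = 3.40e-27). The 4 were *Gbx1*, *Gbx2*, *Nkx6-2* and *Pax8*, chosen after their values were seen. The camera calls of these 5 lists held at preset correlations of 0.05 and 0.1, with adjusted p values of at most 0.0166. Of 53 ligands 31 were higher and 8 lower (31 and 8 when adjusted over the list alone; Fisher's exact test, adjusted p = 3.36e-12 for higher and 0.0176 for lower). The test for lower ligands depends on the threshold, since with no fold threshold 9 were lower, a smaller share than that of the other genes. *Wnt4* was at 2.93 and *Fgf1* at -3.92 in the authors' deposited table. The camera call of the ligands at 0.01 (adjusted p = 0.0064) was lost at a preset correlation of 0.05 (adjusted p = 0.108). Of 30 pluripotency genes 8 were lower, such as *Tet1* at -1.61 and *Tet2* at -1.30, which encode 5-methylcytosine dioxygenases, and 1 was higher, *Lefty2* at 1.42 in the authors' deposited table, chosen after its value was seen. Adjusted over the list alone 8 were lower (Fisher's exact test, adjusted p = 4.48e-04; camera, adjusted p = 1.68e-04, and 0.0507 at a preset correlation of 0.1). With no fold threshold 18 of the 30 pluripotency genes were lower and 1 was higher, and the median log2 fold change of the list was -0.70. Fibroblast and feeder markers were higher for 17 of 29 and lower for 1, *Fn1* at -1.77, chosen after its value was seen, and *Cd44* was at 4.54 in the authors' deposited table (17 and 1 when adjusted over the list alone; Fisher's exact test for higher, adjusted p = 4.98e-07; camera, adjusted p = 3.24e-08, and 0.00373 at a preset correlation of 0.1). The authors' deposited table calls 2902 genes higher and 986 lower, with increases making up 74.6% of the calls, and with no fold threshold 5473 higher and 4818 lower (53.2% increases).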

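When both complexes were absent, most Hox, other developmental homeobox and mesendoderm genes were higher and most pluripotency genes fell. Neurogenic transcription factors were split, with 21 of 39 higher and 7 lower (Fisher's exact test for higher, adjusted p = 3.11e-05; camera, adjusted p = 0.0885). *Sox2* (NM_011443, chromosome 3 from 34649995 to 34652461 of mm10), a core pluripotency factor, had a log2 fold change of -4.59 (standard error 0.18, adjusted p = 6.07e-144) in the authors' deposited table. Its implied mean normalized count was 3530 in wild type and 138 in PRC1/2-null cells. The nuclear receptor genes *Nr0b1* and *Esrrb* fell by 5.62 and 2.95 on the log2 scale in the authors' deposited table, and *Fgf4*, a target of SOX2, fell by 5.16. Of 30 pluripotency genes 23 were lower and none was higher (23 when adjusted over the list alone), with a median log2 fold change of -1.85 in the authors' deposited table. For this list Fisher's exact test gave adjusted p = 2.77e-16 and camera adjusted p = 1.11e-15, and 1.46e-05 at a preset correlation of 0.1. The Hox cluster had 38 of 39 genes higher (38 when adjusted over the list alone; Fisher's exact test, adjusted p = 1.12e-23). The exception was *Hoxb1* at 0.14 in the authors' deposited table, chosen after its value was seen; its chromosome 11 stood a median of 0.52 above the other chromosomes in these cells. *Pitx1*, a hindlimb gene of the list of other developmental homeobox genes, reached 5.91 in the authors' deposited table. Of that list 68 of 82 members were higher and 2 lower (68 and 2 when adjusted over the list alone; Fisher's exact test for higher, adjusted p = 2.97e-31). The lower ones were *Gbx2* at -2.49 and *Pax8* at -1.04 in the authors' deposited table, chosen after their values were seen. Mesendoderm and heart factors were higher for 36 of 46 and lower for none (36 when adjusted over the list alone; Fisher's exact test, adjusted p = 1.72e-15). Trophoblast markers were higher for 15 of 19 and lower for 1 (15 and 1 when adjusted over the list alone; Fisher's exact test for higher, adjusted p = 6.25e-07). The placental homeobox gene *Esx1* was at 4.38 and *Gata3* at 5.01 in the authors' deposited table, and the lower marker was *Bmp4* at -2.53, chosen after its value was seen. Primitive endoderm markers were higher for 17 of 25 and lower for 2 (18 and 2 when adjusted over the list alone; Fisher's exact test for higher, adjusted p = 3.01e-06). *Apoe* and *Cubn* were the lower ones, at -2.99 and -1.15 in the authors' deposited table, chosen after their values were seen. For the primitive endoderm list camera gave adjusted p = 0.00264 at a preset correlation of 0.01 and adjusted p = 0.105 at 0.1. The camera calls of the Hox, homeobox, mesendoderm and trophoblast lists held at 0.05 and 0.1. Ligands were higher for 37 of 53 and lower for 5, which were *Fgf1*, *Fgf15*, *Fgf17*, *Gdf5* and *Inhbb* and were chosen after their values were seen (37 and 5 when adjusted over the list alone). For higher ligands Fisher's exact test gave adjusted p = 2.78e-13 and camera adjusted p = 3.57e-05, and 0.0674 at a preset correlation of 0.1. Fibroblast and feeder markers were higher for 18 of 29 and lower for 3, *Fn1*, *Loxl1* and *Mmp2*, chosen after their values were seen (18 and 3 when adjusted over the list alone; Fisher's exact test for higher, adjusted p = 9.39e-06; camera, adjusted p = 1.70e-05), and *Cd44* was at 4.97 in the authors' deposited table. Over all genes 4057 were called higher and 1941 lower in the authors' deposited table, and increases were 67.6% of the calls, while with no fold threshold 6399 were higher and 5756 lower (52.6% increases).

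**Figure D1:**
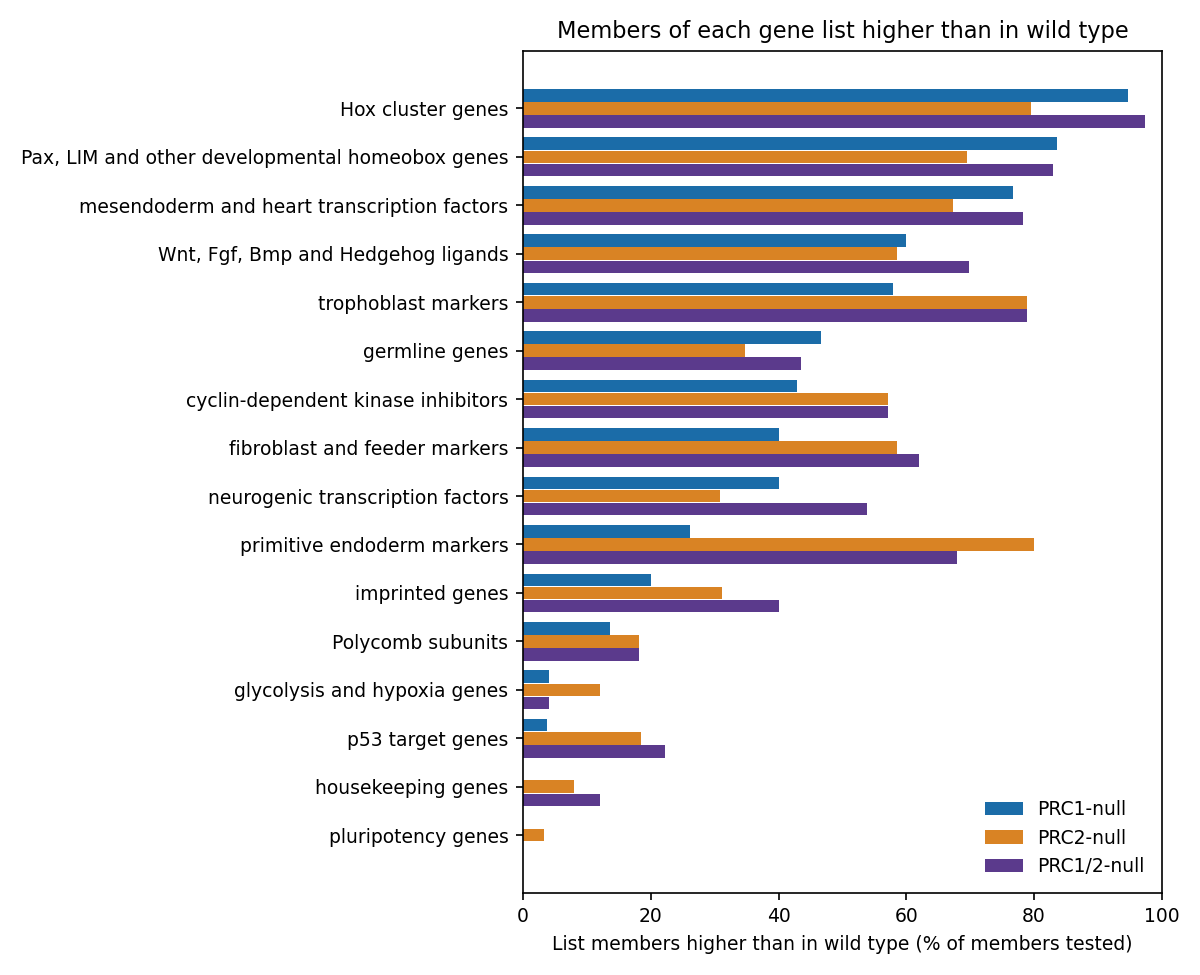
Share of the tested members of each gene list that were higher than in wild type (percent) at an adjusted p under 0.05 and a fold over 2 in the authors' deposited tables, with 1 bar each for PRC1-null, PRC2-null and PRC1/2-null cells. Hox cluster genes have shares of 94.7%, 79.5% and 97.4%, and primitive endoderm markers go from 26.1% in PRC1-null to 80.0% in PRC2-null cells.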

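Most genes that rose after loss of a single complex also rose when both were absent. The developmental genes *Lmx1b*, *Runx2* and *Tfap2a* are among the genes higher in all 3 comparisons, with log2 fold changes in PRC1-null cells of 3.36, 2.49 and 3.15 in the authors' deposited table. In PRC1/2-null cells the authors' deposited table gives 3.92, 3.93 and 3.97 for them. Overlaps were counted over the genes that the authors' deposited tables test in all 3 comparisons. Of the genes higher in PRC1-null cells, 1799 (92.1%) were also higher in PRC1/2-null cells, and of 2879 higher in PRC2-null cells 2646 (91.9%) were. PRC1-null and PRC2-null cells shared 1392 higher genes, 71.3% of the former and 48.4% of the latter, where independent sets would share 322. The odds ratio was 23.4 (95% confidence interval 20.9 to 26.1). Of 4401 genes higher in any comparison, 1374 (31.2%) were higher in all 3, where independent sets would share 74.5. Another 1272 genes were higher in PRC2-null and PRC1/2-null cells and 425 in PRC1-null and PRC1/2-null cells, while PRC1-null and PRC2-null cells shared 18 that were not called in PRC1/2-null cells. Genes called in a single comparison numbered 136 for PRC1-null, 215 for PRC2-null and 961 for PRC1/2-null cells. Lower genes overlapped as well, with 784 of 979 genes lower in PRC2-null cells also lower in PRC1/2-null cells (80.1%) and 104 lower in all 3. Across genes, which are not independent replicates, the log2 fold changes of the authors' deposited tables correlated with Pearson's r of 0.637 between PRC1-null and PRC2-null cells. The correlation with PRC1/2-null cells was 0.756 for PRC1-null and 0.890 for PRC2-null cells. All 3 comparisons share the wild-type libraries, which alone gave r = 0.498 between PRC1-null and PRC2-null in 100 simulations of unchanged groups, and no shared call. Such an r arises from shared controls whatever the data, so it does not measure their part in the measured r. Unchanged groups give few calls of any kind, so the lack of shared calls decides nothing. The covariance between PRC1-null and PRC2-null cells was 0.501 as measured and 0.0398 as simulated. The measured covariances exceeded the simulated ones by 0.462, 0.760 and 1.25 in the order of the correlations. PRC2-null and PRC1/2-null cells are the same line, so other changes that it carries can add to their overlap and correlation. Among these is the median excess of chromosome 11, 0.47 in PRC2-null and 0.52 in PRC1/2-null cells. The simulations hold only the shared wild-type libraries and do not account for the shared line.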

Differential gene expression analysis identified 11.2%, 14.1%, and 21.2% of all CGI promoters, and 35.6%, 36.1%, and 59.2% of PcG target genes, with significant increases in gene expression after loss of PRC1, PRC2, or PRC1/2, respectively, with a high degree of overlap between cell lines and treatments (Fig. 5E,F). We then compared the accessibility and nucleosome landscape at the promoters of activated genes with those whose expression was unaffected by the loss of PcG complexes. Consistent with our previous analysis, there were very few significant changes in ATAC-seq signal, and these did not correlate with altered transcriptional activity at gene promoters in any of the PRC-null cell lines or triptolide-treated cells (Fig. 5G; Supplemental Fig. S7B–E), demonstrating that promoter chromatin accessibility is not dependent on the transcriptional state and must be established by other mechanisms. When we examined the nucleosome occupancy and spacing at PcG-bound promoters activated in the absence of PRC1, there were larger decreases in nucleosome occupancy and increased distances between nucleosome dyads compared to PcG-occupied promoters whose expression levels remained unchanged (Fig. 5H–K). Although this was consistent with transcriptional changes potentially shaping the nucleosome landscape instead of a direct contribution from PRC1, we then examined PcG-bound promoters with increased activity in the PRC2-null cells. We reasoned that if RNA polymerase II and not PRC1 was responsible for the changes in the nucleosome landscape, one would expect to see comparable changes in the nucleosome landscape at up-regulated gene promoters in the PRC2-null cells. However, this was not the case, because PcG target genes activated in the PRC2-null cells showed negligible or very minor differences in their nucleosome occupancy or spacing at their promoters compared to promoters with unaltered activity (Fig. 5I–K). This therefore demonstrates that although RNA polymerase II activity can influence the nucleosome landscape, it is not sufficient to explain the changes that we observed at reactivated genes in the PRC1-null cells. This suggests that even in the presence of elevated transcriptional activity in PRC2-null cells, PRC1 may restrain the nucleosome landscape at these sites, potentially through disrupting RNA polymerase II-dependent chromatin remodeling. This represents a new distinction between how PRC1 and PRC2 function to shape chromatin organization at PcG chromatin domains.

**Figure 5.**
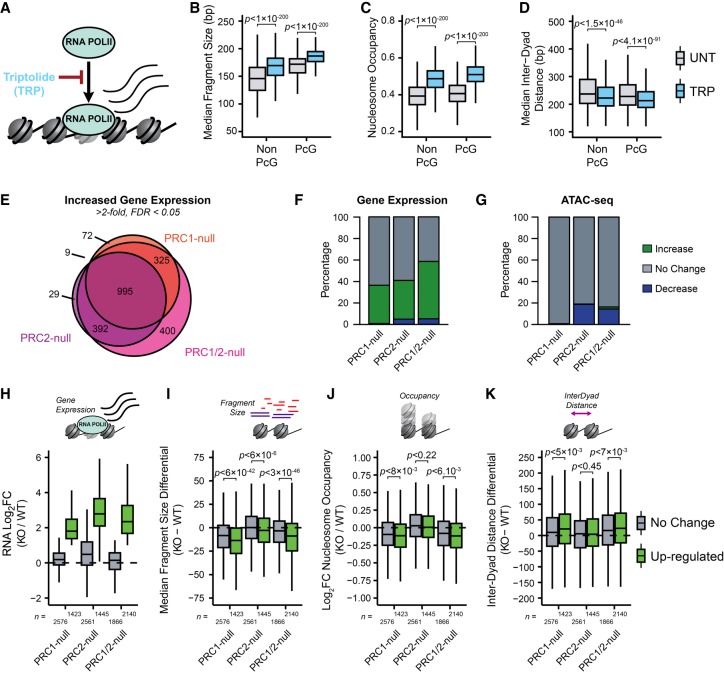
The PRC1-dependent nucleosome landscape is linked to, but not explained by, RNA polymerase II activity. (*A*) A schematic depicting the inhibition of RNA polymerase II (RNA POLII) occupancy using triptolide (TRP). (*B*) A box plot comparing the median Tn5-tagmented fragment sizes for PcG and non-PcG CGI promoters before and after TRP treatment. (*C*) A box plot quantifying the NucleoATAC-derived nucleosome occupancy score for PcG and non-PcG CGI promoters before and after TRP treatment. (*D*) A box plot comparing the median inter-dyad distances for PcG and non-PcG CGI promoters before and after TRP treatment. (*E*) A Venn diagram for PcG-occupied CGI promoters with significant increases in gene expression in *Ring1*^−/−^;*Rnf2*^*fl/fl*^ and *Ring1*^−/−^;*Rnf2*^*fl/fl*^;*Eed*^−/−^ ATAC-seq before and after tamoxifen (TAM), corresponding to PRC1-null, PRC2-null, and PRC1/2-null (FDR < 0.05; fold change > 2). (*F*) A bar plot depicting the number of significant RNA-seq expression changes for PcG-occupied CGI promoters. (*G*) Same as in *F*, only for ATAC-seq. Changes in ATAC-seq were calculated using the CGI promoter interval. (*H*) A box plot comparing the change in RNA-seq log_2_ fold change (log_2_FC) for PcG-occupied CGI promoters with (up-regulated) or without (no change) an increase in gene expression for each cell line and treatment. (*I*) A box plot comparing the change in median Tn5-tagmented fragment sizes for PcG-occupied CGI promoters with (up-regulated) or without (no change) an increase in gene expression for each cell line and treatment. (*J*) A box plot quantifying the log_2_ fold change (log_2_FC) in NucleoATAC-derived nucleosome occupancy for PcG-occupied CGI promoters with (up-regulated) or without (no change) an increase in gene expression for each cell line and treatment. (*K*) A box plot comparing the difference in median inter-dyad distances for PcG-occupied CGI promoters with (up-regulated) or without (no change) an increase in gene expression for each cell line and treatment.

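The sizes of the rises differed between the null groups. *Fgd3*, a regulator of the GTPase CDC42, and *Dnah11*, an axonemal dynein, were at 6.45 and 5.89 in PRC1/2-null cells in the authors' deposited table, at 4.22 and 4.27 in PRC2-null cells and at 0.79 (adjusted p = 0.131) and 2.01 in PRC1-null cells. *Apba2*, which encodes a neuronal adaptor protein, was at 1.14 in PRC1-null, -0.26 (adjusted p = 0.103) in PRC2-null and 1.87 in PRC1/2-null cells in the authors' deposited table. Its difference between PRC1/2-null and PRC2-null cells was 2.13 (standard error 0.20, adjusted p = 2.66e-24). The difference between PRC1/2-null and PRC1-null cells was 4.14 (standard error 0.22, adjusted p = 2.54e-72) for *Frk*, a tyrosine kinase gene that was at 0.95 in PRC1-null, 3.91 in PRC2-null and 5.08 in PRC1/2-null cells in the authors' deposited table. Among genes called higher, the median log2 fold change in the authors' deposited tables was 1.68 in PRC1-null cells (quartiles 1.29 and 2.23), 1.77 in PRC2-null cells (1.37 and 2.41) and 2.01 in PRC1/2-null cells (1.46 and 2.87), each over its own set of genes. All other genes had medians from -0.18 to -0.08. In PRC1-null, PRC2-null and PRC1/2-null cells 24, 87 and 324 genes rose over 16-fold. Differences between fold changes were tested per gene with a Wald test on the authors' deposited values, at an adjusted p under 0.05 and a log2 difference over 1. In PRC1/2-null cells 2087 genes were above and 1094 below their value in PRC1-null cells, and 991 were above and 384 below their value in PRC2-null cells. Of the 39 Hox cluster genes 8 were above their PRC2-null value and none below (8 when adjusted over the list alone), with a median difference of 1.14. Against their PRC1-null value 2 of 38 were above and none below (2 when adjusted over the list alone), with a median difference of 0.07. Of 82 other developmental homeobox genes 29 were above their PRC2-null value and none below (38 above and 1 below when adjusted over the list alone), while 13 of 79 were above and 4 below their PRC1-null value (11 and 3 when adjusted over the list alone). Genes higher in both single losses had median log2 fold changes of 1.81 in PRC1-null, 2.01 in PRC2-null and 2.97 in PRC1/2-null cells in the authors' deposited tables. *Meis2* departed from the sum of its single losses by -4.84 (standard error 0.25, adjusted p = 1.05e-78), *Tbx15*, a T-box gene of the skeleton, by -2.64 (adjusted p = 2.96e-44) and *Alcam*, a cell adhesion molecule, by -2.44 (adjusted p = 1.99e-26). In this test of departures from the sum, 656 genes lay below it and 186 above it. A gene below the sum can have a smaller rise or a larger fall. Of 1392 genes higher in both single losses, 381 lay below the sum and 0 above. Of 110 genes lower in both, 14 lay below the sum and 19 above. The test takes the comparisons as independent, which overstates the variance because the wild-type libraries are shared. In simulated data it recovered 71% of departures of 1.5 and 87% of departures of 3, with no false call. The paper sets the activated genes beside its nucleosome measurements, which were not analysed here. It reasons that if RNA polymerase II and not PRC1 were responsible, genes activated in PRC2-null cells should show comparable changes at their promoters (Fig. 5I–K). From the negligible or very minor differences in nucleosome occupancy or spacing there the paper concludes that RNA polymerase II activity is not sufficient to explain the changes at reactivated genes in PRC1-null cells.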

## Discussion

It has been proposed that PcG complexes establish and maintain a transcriptionally repressive chromatin state at gene promoters. In vitro biochemical experiments demonstrated that PcG complexes can compact chromatin (Francis et al. 2004; Trojer et al. 2007, 2011; Grau et al. 2011), and PcG-occupied gene promoters display reduced accessibility in vivo compared to non-PcG promoters (Fig. 1; Zink and Paro 1995; McCall and Bender 1996; Boivin and Dura 1998; Fitzgerald and Bender 2001; Bell et al. 2010; Calabrese et al. 2012; Beck et al. 2014; Deaton et al. 2016). Here, we discover that PRC1, but not PRC2, is required to maintain a chromatin landscape that is characterized by elevated nucleosome occupancy and more closely spaced nucleosomes (Figs. 2–4). Unexpectedly, the ability of PRC1 to influence the local nucleosome landscape was not required to maintain the less accessible chromatin state characteristic of PcG-occupied promoters, demonstrating that chromatin compaction of reconstituted nucleosomes in vitro by PcG complexes cannot explain the limited accessibility at PcG target sites in vivo. Therefore, measurement of the accessibility and other features of the chromatin landscape at PcG targets appear not to be directly coupled, consistent with previous reports in other experimental systems (Mieczkowski et al. 2016; Mueller et al. 2017). Furthermore, we reveal that the nucleosome landscape associated with loss of PRC1 is linked to reactivation of the associated gene and may potentially reflect altered RNA polymerase II activity in the absence of PRC1 (Fig. 5). Importantly, the relationship between transcriptional activation and altered nucleosome landscape was not observed in PRC2-null cells, highlighting that the transcriptionally repressive function of PRC1, but not PRC2, is linked to increased nucleosome occupancy and closer packing of nucleosomes. Together our new observations have broad implications for understanding PcG-dependent gene repression and the relationship between chromatin accessibility, the nucleosome landscape and transcriptional activity at gene promoters.

Some of the earliest studies examining chromatin at PcG-occupied sites reported reduced accessibility compared to regulatory sites lacking PcG proteins. It has been proposed that PcG protein occupancy on chromatin may define this less accessible state (McCall and Bender 1996; Fitzgerald and Bender 2001; Bell et al. 2010; Calabrese et al. 2012; Beck et al. 2014; Deaton et al. 2016). However, this possibility has not been systematically examined at the genome scale in vivo. Here, we directly test whether PcG proteins define accessibility at PcG-occupied gene promoters and unexpectedly find no causal relationship between the occupancy of PcG proteins and chromatin accessibility, a conclusion that was also recently reported in an independent study (Hodges et al. 2018). Therefore other activities must define the lack of accessibility at PcG genes. One possible explanation for this reduced accessibility could be that PcG target genes in ESCs have an underrepresentation of tissue-specific transcription factor binding sites, which are often implicated in the recruitment of chromatin remodeling complexes such as BAF (SWI/SNF) (Ku et al. 2008; Mendenhall et al. 2010; Hu et al. 2011; Guertin and Lis 2013; Marathe et al. 2013; King and Klose 2017). In agreement with this possibility, it was recently shown that synthetic recruitment of BAF to a PcG-occupied gene promoter resulted in eviction of PcG proteins and increased accessibility (Kadoch et al. 2017). Because we and others have shown that loss of PcG proteins is not sufficient to cause increases in chromatin accessibility at PcG target genes (Hodges et al. 2018), this increase in accessibility was presumably dependent on the chromatin remodeling activity of the BAF complex and suggests that limited activity of BAF or possibly other chromatin remodeling complexes may explain the low accessibility of PcG-occupied chromatin. Another feature of PcG-occupied promoters is their low levels of histone acetylation compared to other gene promoters. Histone acetylation is associated with elevated chromatin accessibility (Rincon-Arano et al. 2012; Lennartsson et al. 2015; Frank et al. 2016). At PcG targets, the removal of acetylation from lysine residues in histone tails would reinstate their positive charge and allow them to more stably interact with DNA and possibly limit accessibility (Norton et al. 1989; Shogren-Knaak et al. 2006). This could be mediated by the nucleosome remodeling and deacetylase (NuRD) complex that co-occupies many PcG target sites (Yildirim et al. 2011; Reynolds et al. 2012) and has been demonstrated to limit chromatin accessibility at regulatory elements (Ramírez et al. 2012; de Dieuleveult et al. 2016). Ultimately, it remains unclear what defines reduced chromatin accessibility at PcG targets, and what, if any, role this plays in regulating gene expression at these sites.

Our analysis of the nucleosome landscape at PcG target sites revealed a role for PRC1 in regulating nucleosome occupancy and spacing that is distinct from chromatin accessibility. One would have predicted that the reduced occupancy of nucleosomes following removal of PRC1 would yield an increase in chromatin accessibility, but this is not evident in our analysis. The precise molecular explanation for this discord remains unclear. One possibility is that alternative proteins engage with sites vacated by PcG proteins competing with nucleosomes for occupancy, but not affecting overall accessibility measurements. Alternatively, the effects we observe on the nucleosome landscape in PRC1-null cells are very subtle and may not lead to a profound enough perturbation of local chromatin structure to manifest in overall increases in chromatin accessibility. Nevertheless, a lack of concordance between the measurement of accessibility and nucleosome features has been reported previously (Mieczkowski et al. 2016; Mueller et al. 2017), indicating that the relationship between these measurements is not always simple to rationalize. Clearly in future work it will be important to understand in more detail how the nucleosome landscape of gene promoters is related to measurements of chromatin accessibility, particularly in the context of PcG-bound sites.

Here, we have disrupted PRC1 by removing the core scaffolding proteins RING1/RNF2 which are also the E3 ubiquitin ligases required for deposition of H2AK119ub1. PRC1 has been proposed to function through E3 ligase-dependent and ligase-independent activities (Endoh et al. 2012; Blackledge et al. 2014; Cooper et al. 2014; Illingworth et al. 2015; Pengelly et al. 2015; Rose et al. 2016) and its ability to compact chromatin in vitro is thought to be independent of its ubiquitin ligase activity (Francis et al. 2004; Margueron et al. 2008). It will be interesting to determine if these E3 ligase-independent activities characterized in vitro contribute to PRC1's effect on the nucleosome landscape in vivo by examining PcG-occupied chromatin in situations in which the E3 ligase activity of RING1/RNF2 has been eliminated (Endoh et al. 2012; Illingworth et al. 2015). However, if the catalytic activity of PRC1 is not responsible for shaping the nucleosome landscape, how could this be achieved? Two PRC1 components linked to chromatin compaction and the inhibition of chromatin remodeling in vitro, BMI1 (formerly known as PCGF4) and CBX2, contain highly basic and disordered protein domains that are conserved across different PcG components in different species (Grau et al. 2011; Beh et al. 2012). Increasing the acidity of this domain in CBX2 disrupted its ability to inhibit chromatin remodeling (Grau et al. 2011), suggesting that the presence of these basic and highly charged domains might also be important for the in vivo regulation of nucleosome occupancy and spacing. However, both CBX2 and BMI1 are expressed at low levels in ESCs and form only a small minority of PRC1 complexes (Kloet et al. 2016), so it is unclear what their contribution toward the PcG-dependent nucleosome landscape could be in this cell type. Finally, several studies support the possibility that PRC1 might interfere directly with RNA polymerase II occupancy or activity (Stock et al. 2007; Brookes et al. 2012; Lehmann et al. 2012). In agreement with these findings, following deletion of PRC1, we observed that a subset of promoters is susceptible to transcriptional activation and these then acquire a nucleosome landscape consistent with elevated RNA polymerase II activity. 

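Hox genes and germline genes were among those higher in PRC1-null than in PRC2-null cells. PRC1 was lost over 72 h of tamoxifen, while loss of PRC2 was constitutive in untreated cells. The comparison therefore does not separate the complex lost from the time since its loss or from tamoxifen. For the nucleosome landscape the paper does not exclude an adaptation to constitutive loss of PRC2. *Col2a1*, the collagen gene of cartilage, was at 2.56 (standard error 0.18, adjusted p = 5.22e-45) in PRC1-null and at -0.39 (adjusted p = 0.0733) in PRC2-null cells in the authors' deposited table. The difference, PRC2-null minus PRC1-null, was -2.95 (standard error 0.26, adjusted p = 1.60e-26). For *Esrrg* the same difference was -2.87 (standard error 0.30, adjusted p = 9.29e-20), with 1.39 in PRC2-null cells in the authors' deposited table. *Tbx4*, a hindlimb T-box gene, differed by -2.41 (adjusted p = 8.69e-11), although its chromosome 11 as a whole stood a median of 0.47 higher than the others in PRC2-null cells. Of 38 Hox cluster genes 12 were lower in PRC2-null than in PRC1-null cells and none was higher (13 when adjusted over the list alone), with a median difference of -0.95. *Hoxa3* and *Hoxd3* had differences of -1.52 and -1.31 (adjusted p = 6.29e-04 and 0.00563), computed from the authors' deposited tables. Of the other developmental homeobox genes 18 of 79 were lower in PRC2-null cells and 1 was higher, *Msx2* at 1.75, chosen after its value was seen (18 and 1 when adjusted over the list alone). Germline genes were lower in PRC2-null than in PRC1-null cells for 16 of 45, and 1 was higher, *Asz1* at 1.46, chosen after its value was seen (16 and 1 when adjusted over the list alone). *Mael* and *Tex11*, a gene of meiotic recombination, had differences of -1.99 and -1.41 (adjusted p = 3.42e-16 and 2.29e-15). Against wild type, 16 of 46 germline genes were higher in PRC2-null cells in the authors' deposited table (17 when adjusted over the list alone; Fisher's exact test, adjusted p = 0.00274; camera, adjusted p = 0.077). Of the list 5 were lower, *Dmc1*, *Mei4*, *Piwil4*, *Stra8* and *Sycp3*, chosen after their values were seen. In PRC1/2-null cells 20 of 46 were higher and 6 lower in the authors' deposited table (21 and 6 when adjusted over the list alone; Fisher's exact test for higher, adjusted p = 0.00274). The camera call for PRC1/2-null cells (adjusted p = 0.00982) was lost at a preset correlation of 0.05 (adjusted p = 0.113). Of 561 genes called higher in PRC1-null and not in PRC2-null cells, 204 had a higher value after loss of PRC1 by the test of the difference, and for 357 no difference was called. Their median log2 fold changes were 1.48 in PRC1-null, 0.57 in PRC2-null and 1.61 in PRC1/2-null cells in the authors' deposited tables. Over all genes tested in both, 812 were lower in PRC2-null than in PRC1-null cells.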

Alterations in the nucleosome landscape following PRC1 removal are therefore likely driven by processes linked to transcription. However, elevated transcription per se is not necessarily sufficient to drive these outcomes, because some PcG target genes display elevated expression following removal of PRC2, yet nevertheless retain a PRC1-dependent nucleosome landscape. 

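Most markers of primitive endoderm, and a smaller part of those of trophoblast, were higher after loss of PRC2 than after loss of PRC1. *Clu*, which encodes clusterin, had a log2 fold change of 3.52 (standard error 0.19, adjusted p = 5.74e-76) in PRC2-null cells and of 0.21 (adjusted p = 0.426) in PRC1-null cells in the authors' deposited table. The difference was 3.31 (standard error 0.27, adjusted p = 3.60e-32). The prostaglandin receptor gene *Ptger3* (NM_011196, chromosome 3 from 157566821 to 157644758 of mm10) was at 5.46 and 1.17 in the authors' deposited table, and differed by 4.29 (standard error 0.34, adjusted p = 3.62e-34). *Myh7*, a cardiac myosin heavy chain, differed by 4.77 (adjusted p = 7.05e-19), and *Csrp1*, a LIM domain protein of smooth muscle, by 1.94 (adjusted p = 2.78e-23). Of 23 primitive endoderm markers 19 were higher in PRC2-null than in PRC1-null cells, with a median difference of 2.00, and 2 were lower (19 and 2 when adjusted over the list alone). *Thbd* differed by 4.03 (adjusted p = 1.32e-10), *Foxa2* by 2.67 (adjusted p = 4.31e-08) and *Gata4* by 2.15 (adjusted p = 2.07e-05), from the authors' deposited tables. For *Gata6*, another endoderm transcription factor, no difference was called (0.61, adjusted p = 0.297). The lower markers were *Apoe* at -2.03 and *Amn* at -1.21, chosen after their values were seen. Against wild type, 6 of the 23 markers were higher in PRC1-null cells and none lower in the authors' deposited table (6 when adjusted over the list alone; Fisher's exact test, adjusted p = 0.0792; camera, adjusted p = 0.153). Among 19 trophoblast markers 8 were higher in PRC2-null than in PRC1-null cells and none was lower (8 when adjusted over the list alone), and for the other 11 no difference was called. *Plac1* was at 0.50 (adjusted p = 0.385) in PRC1-null cells in the authors' deposited table, and its difference was 4.99 (adjusted p = 6.84e-17). Against wild type, 11 of the 19 were higher in PRC1-null cells and none lower in the authors' deposited table (11 when adjusted over the list alone; Fisher's exact test, adjusted p = 3.97e-06; camera, adjusted p = 2.51e-08, and 0.001 at a preset correlation of 0.1). Fibroblast and feeder markers were higher in PRC2-null than in PRC1-null cells for 9 of 25 and lower for 4 (9 and 4 when adjusted over the list alone). Their median difference was 0.71. Of 1487 genes called higher in PRC2-null and not in PRC1-null cells that could be tested, 721 were higher after loss of PRC2 by the test of the difference, and for 766 no difference was called. Among genes higher in both, 217 were higher after loss of PRC2 and 82 after loss of PRC1, and for 1093 no difference was called. Over all genes 1092 were higher in PRC2-null than in PRC1-null cells. This difference also holds every other change between the *Ring1*-/-;*Rnf2* fl/fl and *Ring1*-/-;*Rnf2* fl/fl;*Eed*-/- lines. It holds the effects of tamoxifen and of acute against constitutive loss too.

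**Figure D2:**
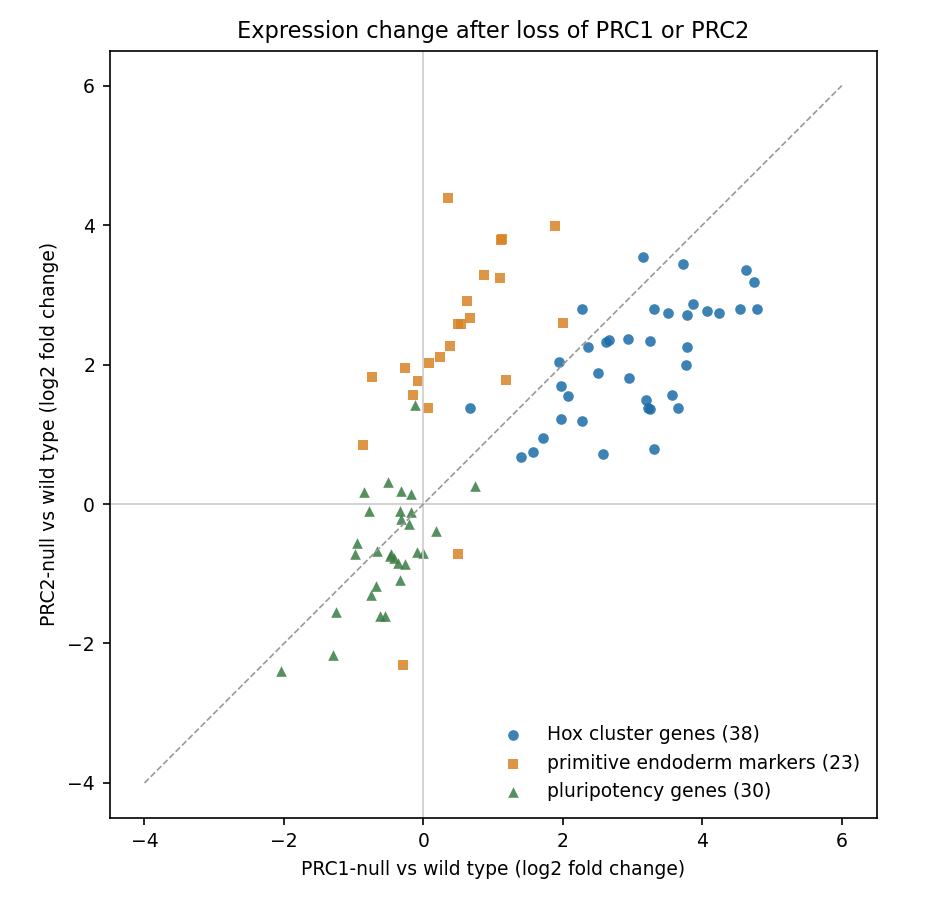
Log2 fold change against wild type in PRC1-null cells (horizontal axis) and in PRC2-null cells (vertical axis) from the authors' deposited tables, with 1 point per gene for 38 Hox cluster genes, 23 primitive endoderm markers and 30 pluripotency genes. The dashed line marks equal values, and 21 of the primitive endoderm markers and 4 of the Hox cluster genes lie above it.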

Investigating the detailed mechanisms that define the nucleosome landscape at PcG target genes and how this is related to gene transcription will be an interesting area for future work and will be fundamental to understanding how PcG complexes repress gene transcription.

In conclusion, we have discovered that PRC1 can influence the nucleosome landscape at PcG target genes in a manner that does not contribute to reduced chromatin accessibility. This indicates that PRC1-dependent chromatin compaction observed in vitro does not explain the reduced accessibility at PcG target sites in vivo and reveals a new and previously unappreciated complexity in the relationship between PcG complexes, the nucleosome landscape, and gene repression.

## Methods

### Cell culture and lines

Mouse embryonic stem cell (ESC) lines were grown on gelatin-coated plates in DMEM supplemented with 15% FBS, 10 ng/mL leukemia-inhibitory factor, penicillin/streptomycin, β-mercaptoethanol, L-glutamine, and nonessential amino acids. *Ring1*^−/−^;*Rnf2*^*fl/fl*^ ESCs (Endoh et al. 2008) were adapted to grow under feeder-free culture conditions and were treated with 800 nM 4-hydroxytamoxifen (TAM) for 72 h to ablate RNF2 levels. EED conditional knockout ESCs that express a doxycycline-sensitive *Eed4* transgene (*Eed4*^TG^) in an *Eed*^−/−^ background were treated with 1 µg/mL doxycycline (DOX) for 14 d to disrupt PRC2 complex and function, as previously described (Ura et al. 2008; Tavares et al. 2012). SV40-immortalized *Ring1*^−/−^;*Rnf2*^*fl/fl*^ mouse embryonic fibroblasts (MEFs) (Endoh et al. 2012; Jullien et al. 2017) were grown in DMEM supplemented with 7% FBS and penicillin/streptomycin and maintained in culture for up to 10 passages. *Ring1*^−/−^;*Rnf2*^*fl/fl*^ MEFs were treated with 800 nM TAM for 96 h to ablate RNF2 levels. Loss of protein expression and Polycomb complex activity was verified by Western blotting using the following antibodies: RNF2 (Blackledge et al. 2014), SMARCA4 (Abcam, ab110641), EED (Millipore, #09-774), HDAC1 (Abcam, ab109411), H2AK119ub1 (Cell Signalling Technology [CST] #8240), H3K27me3 (Diagenode, pAb-069-050) (Rose et al. 2016), and H3 (Farcas et al. 2012), H2A (CST, #3636), and H4 (CST, #2935). All cell lines were confirmed to be mycoplasma-free.

### Generation of Polycomb double-knockout ESCs

To delete EED in the *Ring1*^−/−^;*Rnf2*^*fl/fl*^ ESCs, CRISPR/Cas9 guides were designed flanking exons 2 to 5 of *Eed* (Guide 1: 5′-CACCGACAATCAGTGCTCTTACTCG-3′; Guide 2: 5′-CACCGAAACAGTAAGAGTCGAGTCG-3′) to induce a frameshift in all four EED translation products. The *Eed* sgRNAs were cloned into pSpCas9(BB)-2A-Puro (plasmid 48139; Addgene) using a previously described protocol (Ran et al. 2013). Lipofectamine 3000 (Life Technologies) was used to transfect Cas9-sgRNA plasmids into *Ring1*^−/−^;*Rnf2*^*fl/fl*^ ESCs, and transfected cells were treated with 1 µg/mL puromycin for 48 h. After 10 d, individual colonies were isolated, expanded, and genomic DNA was screened by PCR for deletion of *Eed* exons 2 to 5 (FWD: 5′-AGCAGGCAGATACCAGAGTG-3′; REV 5′-ATGTCAGCACGTCCCAACTA-3′). Putative *Eed*^−/−^ clones were confirmed by Western blotting. *Ring1*^−/−^;*Rnf2*^*fl/fl*^;*Eed*^−/−^ cells were treated with 800 nM TAM for 72 h to ablate RNF2 expression.

### Inhibition of RNA polymerase II

To inhibit RNA polymerase II activity, E14 ESCs were preplated at 2.5 × 10^6^ cells/10 cm plate and allowed to grow for 24 h prior to treatment with 500 nM triptolide (TRP) for 50 min, as previously described (Jonkers et al. 2014). To limit reactivation of RNA polymerase II, cells were immediately washed with ice-cold PBS and harvested by cell scraping prior to nuclei isolation for RNA and ATAC analysis. To validate TRP treatment, real-time reverse transcriptase PCR was performed using intronic (pre-mRNA) primer sequences and normalized to the RNA polymerase III-transcribed U6 snRNA gene using the ΔΔCt method. Global run-on sequencing (GRO-seq) data from an identical triptolide treatment of mouse ESCs was obtained from GSE48895 (Jonkers et al. 2014).

### ATAC-seq sample preparation and sequencing

Chromatin accessibility was assayed using an adaptation of the assay for transposase accessible chromatin (ATAC)-seq (Buenrostro et al. 2013), as previously described (King and Klose 2017). Briefly, nuclei were isolated in 1 mL HS Lysis buffer (50 mM KCl, 10 mM MgSO_4_.7H_2_O, 5 mM HEPES, 0.05% NP-40 [IGEPAL CA630]), 1 mM PMSF, 3 mM DTT) for 1 min at room temperature and washed three times with ice-cold RSB buffer (10 mM NaCl, 10 mM Tris [pH 7.4], 3 mM MgCl_2_). Next, 5 × 10^4^ nuclei were counted and resuspended in 1× Tn5 reaction buffer (10 mM TAPS, 5 mM MgCl_2_, 10% dimethylformamide) with 2 µL Tn5 transposase (25 µM) made in house according to the previously described protocol (Picelli et al. 2014). Reactions were incubated for 30 min at 37°C before isolation and purification of tagmented DNA using QIAquick MinElute columns (Qiagen). ATAC-seq libraries were prepared by PCR amplification using single index (i7) Illumina barcodes previously described (Buenrostro et al. 2013) and the NEBNext High-Fidelity 2× PCR Master Mix with 8–10 cycles. Libraries were quantified by qPCR using SensiMix SYBR (Bioline) and KAPA Library Quantification DNA standards (KAPA Biosystems) and sequenced on Illumina NextSeq 500 using 80-bp paired-end reads in biological duplicate (*Eed*^−/−^;*Eed4.TG*^*DOX*^), triplicate (TRP treatment and *Ring1*^−/−^;*Rnf2*^*fl/fl*^ MEFs), or quadruplicate (*Ring1*^−/−^;*Rnf2*^*fl/fl*^ and *Ring1*^−/−^;*Rnf2*^*fl/fl*^;*Eed*^−/−^).

### MNase-seq sample preparation and sequencing

For micrococcal nuclease (MNase)-seq experiments, we used an adaptation of a native ChIP protocol described previously (Rose et al. 2016). Briefly, nuclei were isolated from 5 × 10^7^ *Ring1*^−/−^;*Rnf2*^*fl/fl*^ mouse embryonic stem cells with or without TAM treatment with RSB buffer (10 mM Tris-HCl [pH 8], 10 mM NaCl, 3 mM MgCl_2_) supplemented with 0.1% NP-40 and 5 mM N-ethylmaleimide. This was followed by digestion for 5 min at 37°C with 16 units MNase (Fermentas) in 1 mL RSB supplemented with 0.25 M sucrose, 3 mM CaCl_2_, and 10 mM N-ethylmaleimide. After digestions were stopped with 4 mM EDTA, nuclei were pelleted by centrifugation at 1500*g* and the soluble S1 fraction collected. Pelleted nuclei were then resuspended in 300 µL nucleosome release buffer (10 mM Tris-HCl [pH 7.5], 10 mM NaCl, 0.2 mM EDTA, 10 mM N-ethylmaleimide), incubated for 1 h at 4°C with gentle rotation, and then gently passed through a 27G syringe needle five times. After the insoluble material was pelleted by centrifugation at 1500*g*, the soluble S2 fraction was collected and combined with the S1 fraction. To prepare material for constructing sequencing libraries, DNA was purified from chromatin corresponding to 5 × 10^6^ cells using ChIP DNA Clean and Concentrator kit (Zymo). The efficiency of MNase digestion was assessed by DNA electrophoresis (1.5% agarose gel). MNase-seq libraries were prepared from 500 ng DNA using the NEBNext Ultra II DNA Library Prep Kit (NEB) according to the manufacturer's protocol. DNA fragment size selection step was included to enrich for mononucleosome size fragments in the final libraries. Libraries were quantified as for ATAC-seq libraries and were sequenced on Illumina NextSeq 500 using 80-bp paired-end reads in biological triplicate.

### Nuclear RNA-seq sample preparation and sequencing

To purify nuclear RNA, nuclei were isolated as described for ATAC-seq prior to resuspension in TRIzol reagent (Thermo Fisher Scientific) and RNA extraction according to the manufacturer's protocol. RNA was treated with the TURBO DNA-free Kit (Thermo Fisher Scientific), and rRNA was depleted using the NEBNext rRNA Depletion kit (NEB). RNA-seq libraries were prepared using the NEBNext Ultra Directional RNA-seq kit (NEB), and libraries were sequenced on the Illumina NextSeq 500 with 80-bp paired-end reads in biological quadruplicate.

### Sequencing data alignment, processing and normalization

For mouse ESC ATAC-seq, MNase-seq, DNase-seq (GSE37074) (Yue et al. 2014), FAIRE-seq (GSE49141) (Thakurela et al. 2013), Tn5 digestion control (GSE87822) (King and Klose 2017), RNF2 and SUZ12 ChIP-seq (GSE83135) (Rose et al. 2016), and Bio-CAP-seq (GSE43512) (Long et al. 2013), paired-end reads were aligned to the mouse mm10 genome using Bowtie 2 (Langmead and Salzberg 2012) with the “--no-mixed” and “--no-discordant” options, and single-end libraries were aligned using default Bowtie 2 settings. Nonuniquely mapping reads and reads mapping to a custom blacklist of artificially high regions of the genome were discarded. For RNA-seq, reads were initially aligned using Bowtie 2 against the rRNA genomic sequence (GenBank: BK000964.3) to quantify and filter out rRNA fragments prior to alignment against the mm10 genome using the STAR RNA-seq aligner (Dobin et al. 2012). PCR duplicates were removed using SAMtools (Li et al. 2009). Biological replicates were randomly down-sampled to contain the same number of reads for each individual replicate and merged to create a representative genome track using DANPOS2 (Chen et al. 2013) for ATAC-seq and MNase-seq samples, MACS2 (Zhang et al. 2008) for ChIP-seq, FAIRE-seq, and Bio-CAP-seq, or genomeCoverageBed (Quinlan 2014) for RNA-seq. Genome coverage tracks were visualized using the UCSC Genome Browser (Kent et al. 2002).

### Differential accessibility and gene expression analysis

Significant changes in ATAC-seq data sets were identified using the DiffBind package (http://bioconductor.org/packages/release/bioc/vignettes/DiffBind/inst/doc/DiffBind.pdf); for RNA-seq, DESeq2 (Love et al. 2014) was used with a custom-built, nonredundant mm10 gene set (Rose et al. 2016). For DiffBind analysis of ATAC-seq data sets, *FDR* < 0.05 and a fold change >1.5-fold was deemed a significant change, whereas for DESeq2 analysis of RNA-seq a threshold of *FDR* < 0.05 and a fold change greater than twofold was used.

### Annotation and analysis of Polycomb target sites

Nonredundant RefGene TSS intervals (±500 bp; *n* = 20,633) were overlapped with mouse ESC RNF2 and SUZ12 peak sets previously identified from biological triplicate data with input control using MACS2 (Rose et al. 2016), and any TSS overlapping with both RNF2 and SUZ12 were considered to be bona fide Polycomb target TSSs. Nonmethylated CpG island (CGI) intervals were experimentally identified in ESCs using MACS2 peak calling of Bio-CAP-seq (Blackledge et al. 2012; Long et al. 2013), and only TSSs within CGI intervals were used for subsequent promoter-based analyses. For MEF and mouse ENCODE tissues, CGI intervals downloaded from the UCSC Genome Browser that overlapped with the nonredundant set of TSSs were annotated with whole-genome bisulfite sequencing (GSE42836) (Hon et al. 2013) or reduced representation bisulfite sequencing (GSE52741) (Hu et al. 2014) derived methylation calls lifted over to mm10 using the liftOver tool from UCSC (Hinrichs et al. 2006), and only intervals with methylation <5% were considered. For each tissue or cell line, Polycomb target CGI TSSs were identified by overlapping with ENCODE H3K27me3 peaks (GSE49847) (Yue et al. 2014) lifted over from mm9 to mm10 or identified from MEF H3K27me3 ChIP-seq (GSE91374) (Han et al. 2017) using MACS2 peak calling. To identify Polycomb-bound distal regulatory elements in mouse ESCs, ATAC peaks identified with DANPOS2 in wild-type ESCs were annotated with H3K4me1 (GSE27844) (Whyte et al. 2012) and H3K4me3 (GSE49847) (Yue et al. 2014) to classify putative distal regulatory elements as previously described (King and Klose 2017), and peaks overlapping with both RNF2 and SUZ12 were considered Polycomb targets. Gene expression-matched promoters were identified using untreated *Ring1*^−/−^;*Rnf2*^*fl/fl*^ ESC nuclear RNA-seq normalized expression values calculated by DESeq2. Metaplot analysis of ATAC-seq, MNase-seq, ChIP-seq, or nucleosome occupancy profiles at gene promoters was performed using HOMER (Heinz et al. 2010). Quantitation of reads per kilobase per million (RPKM) was performed within CGI intervals at TSSs using custom scripts (Supplemental Code). Data were visualized using R (v 3.4.1) (R Core Team 2017) and ggplot2 (Wickham 2009), with scatterplots colored by density using stat_density2d. Regression and correlation analyses were also performed in R using standard linear models and Pearson correlation, respectively.

### Characterization of nucleosome features at gene promoters

As a simple measure of nucleosome occupancy at promoters, the fragment sizes of Tn5-tagmented DNA fragments within each promoter interval were extracted from ATAC-seq .bam files and used to calculate the median fragment size per CGI promoter interval (Supplemental Code). Higher median fragment sizes correspond to higher levels of nucleosome-sized Tn5-tagmented DNA, whereas lower fragment sizes correspond to higher levels of nucleosome-free DNA. To complement this approach, we extracted signal corresponding to nucleosome occupancy and positional information within CGI promoters using the NucleoATAC package (Schep et al. 2015), which relies upon a model-based analysis of Tn5 tagmentation fragment size profiles to reflect the probability of nucleosome occupancy at a given loci. Importantly, both methods are independent of the total coverage of tagmented fragments (i.e., accessibility) at different loci. For MNase-seq data sets, nucleosome positions and occupancy were determined using DANPOS2 (Chen et al. 2013). In order to visualize nucleosome occupancy, we profiled the occ.bedgraph files from our NucleoATAC analysis and normalized .wig for MNase-seq tracks centered upon TSSs in 1-bp resolution and identified average nucleosome positions using the local maxima of the coverage. Quantification of total nucleosome occupancy per kb for CGI promoters was performed by calculating the coverage of NucleoATAC-derived .occ.bedgraph files using BEDtools “coverage” tool (Quinlan 2014) or the median nucleosome summit height from DANPOS2 MNase-seq nucleosome calls per CGI (Supplemental Code). Individual nucleosome dyad centers identified in the nucmap_combined.bed file from NucleoATAC or MNase-seq nucleosome calls from DANPOS2 were used to calculate the distance to the nearest neighboring nucleosome dyad center (inter-dyad distance) using the BEDtools “closest” tool (Supplemental Code). Only nucleosomes within CGI intervals were included for this analysis, and the median inter-dyad distances for each CGI interval were calculated. Median nucleosome fuzziness scores per CGI were calculated from NucleoATAC-derived nucpos.bed files or DANPOS2 MNase-seq nucleosome calls (Supplemental Code).

## Data access

The ATAC-seq, MNase-seq, and RNA-seq data from this study have been submitted to the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE98403. Custom scripts used for analysis are provided as Supplemental Code and are available at https://github.com/hamishking/gff-annotation-tools.

## Supplementary Material

Supplemental Material

# Supplementary material for: Polycomb repressive complex 1 shapes the nucleosome landscape but not accessibility at target genes
**Source:** Genome Res. 2018 Oct;28(10):1494–507. doi: 10.1101/gr.237180.118
**Supplement:** Supplemental Material

Polycomb repressive complex 1 shapes the nucleosome landscape but not accessibility at target genes — Supplemental Material 

# Polycomb repressive complex 1 shapes the nucleosome landscape but not accessibility at target genes

## Supplemental Material

- Supplemental\_Figures.pdf
- Supplemental\_Code.zip

How the deposited data were processed for this re-analysis (not part of the article)

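Nuclear RNA-seq of mouse ESCs was measured in wild-type, PRC1-null, PRC2-null and PRC1/2-null cells, with 4 libraries per group. The authors counted reads on their gene set and compared each null group with wild type with DESeq2, and the deposited tables hold the outcome of these comparisons with no values per library. The signal of each entry is the mean normalized count over all 16 libraries, scaled between libraries by the authors before the tables were deposited, and it was the same in the 3 tables. The authors deposited log2 fold changes in an unshrunken form and in a form moderated toward 0, and the moderated form with its standard error was used except where stated. The deposited score is the Wald statistic of the authors, and it equalled the moderated log2 fold change divided by its standard error. The deposited p-value is that of the Wald test of the authors, and their adjusted p was found again by Benjamini-Hochberg adjustment over the entries that have one. Entries without an adjusted p, with mean normalized counts of up to 1.80 in PRC1-null and 0.416 in the other comparisons, were left out of all tests, and 897 entries had a mean of 0. The mean normalized counts sum to 18542200, and 15626 entries had a mean of at least 10 and 12046 of at least 100. Depth per library is unknown, so that no counting interval or floor is given. Whether reads were counted by strand is not named in the text of the paper, so values of genes that overlap others on the opposite strand are uncertain.

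Symbols were assigned to 20560 of 20633 entries, 20450 from RefSeq and 110 from GENCODE, and gene lists and named genes used 1 entry per gene, 19411 in all. Implied group means assume 1 fit of 4 equal groups, and they are approximate and carry no error. Differences between comparisons and departures from additivity were tested per gene with a two-sided Wald test on the deposited moderated values, with the sum of the squared standard errors as the variance, and adjusted by Benjamini-Hochberg. Tested on simulated data with 100 changed genes, the test of PRC2-null minus PRC1-null recovered 80% at a log2 difference of 1.5 and 89% at 3, that of PRC1/2-null minus PRC1-null 82% and 93%, and that of PRC1/2-null minus PRC2-null 80% and 93%, with at most 1 false call among 17445 genes. Lists of genes were tested with a two-sided Fisher's exact test of called members against all other genes tested, adjusted over 96 tests, and with camera on the deposited score at a preset correlation of 0.01, adjusted over 48 tests. No correlation could be estimated without values per library, and preset correlations of 0.05 and 0.1 were tried instead. Overlaps of called genes were compared with independent sets and with 100 simulations of unchanged groups that share their controls. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used, and R 4.3.3 with limma 3.58.1 for camera.

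The following choices were made before the data were examined. Named genes were, per comparison, every locus or Polycomb subunit that the paper names, the 8 largest rises and 6 largest falls among called genes with a mean normalized count of at least 100, and up to 4 members of each list with the smallest adjusted p in the direction with more calls. For each difference between comparisons the 5 genes with the smallest adjusted p in either direction were added, and predicted genes were skipped. Lists were written from textbook knowledge, with 18 in all, of which 16 were tested. The lists of genes of the two-cell-like state, with 1 of 26 members found, and of replication-dependent histones, with 8 of 57, were too incomplete to test. Of the members found, another list also holds 2 of 83 homeobox genes, 9 of 48 mesendoderm and heart factors, 1 of 53 ligands, 2 of 7 cyclin-dependent kinase inhibitors, 8 of 19 trophoblast markers, 5 of 25 primitive endoderm markers, 2 of 25 housekeeping genes, 1 of 27 p53 target genes, 4 of 46 imprinted genes, 2 of 30 fibroblast and feeder markers and 2 of 25 glycolysis and hypoxia genes. No member of the Hox, neurogenic, pluripotency, germline and Polycomb lists is on another. An implied mean of at least 100 in wild type was found for none of 39 Hox cluster genes, 3 homeobox genes, 8 of 41 neurogenic factors, 5 mesendoderm factors, 12 ligands, 4 cyclin-dependent kinase inhibitors, 30 of 30 pluripotency genes, 6 trophoblast and 14 primitive endoderm markers. The same was found for 26 of 47 germline genes, 40 of 44 Polycomb subunits, 25 housekeeping genes, 25 p53 target genes, 34 imprinted genes, 10 fibroblast markers and 21 glycolysis and hypoxia genes. Alternatives to the thresholds, the filter on low counts, the scaling, the variance and the preset correlation were fixed at that time too. CpG island promoters were planned to be found in the genome sequence, which was not used here, and the first 300 nt of each transcript were searched instead, a choice made after the data were examined.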

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

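The tests of scaling and of cell types for the pluripotency genes were chosen after the result was seen. *Sox2* in PRC1/2-null cells departed from the sum of its changes in PRC1-null and PRC2-null cells by -2.73 (standard error 0.30, adjusted p = 8.67e-17), and 12 of 30 pluripotency genes lay below such a sum and none above (14 when adjusted over the list alone). The change from PRC2-null to PRC1/2-null cells had a median of -1.42 over the pluripotency list, with 17 of 30 members lower and none higher (17 when adjusted over the list alone). A difference in scaling between libraries is argued against by the housekeeping genes, whose median log2 fold change in PRC1/2-null cells was -0.26 beside -1.85 for the pluripotency genes. A larger share of both trophoblast-like and primitive endoderm-like cells is argued against by the primitive endoderm markers, whose median difference from PRC2-null to PRC1/2-null cells was -0.36 (quartiles -0.67 and -0.01), while trophoblast markers had 0.68 (quartiles 0.30 and 1.02). Joint action of PRC1 and PRC2 on these genes, trophoblast-like cells alone and another response of the *Ring1*-/-;*Rnf2* fl/fl;*Eed*-/- cells to tamoxifen stay open and were not tested. Differentiation into other cell types was not tested and stays open too. The paper cites earlier work in which loss of PRC1 led ESCs to differentiate.

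A signal that the paper does not report on was found on chromosome 11, where the median unshrunken log2 fold change of 926 genes with a mean normalized count of at least 100 was 0.47 above that of the other chromosomes in PRC2-null and 0.52 above in PRC1/2-null cells, and 0.02 above in PRC1-null cells, while the next largest departure in PRC2-null cells was -0.165 on chromosome 17. Gene length and expression level are argued against by genes of other chromosomes matched on both, whose shift was -0.032 in PRC2-null and -0.056 in PRC1/2-null cells, away from the direction of chromosome 11, a sign that was taken into account only after the values were seen. Activation of individual repressed genes is argued against by 655 chromosome 11 genes that were called in no comparison and still stood 0.40 and 0.38 above such genes elsewhere. An extra copy of chromosome 11 or of a large part of it in the *Eed*-/- cells may account for it, since 11 of 12 windows of 10 Mb with at least 20 genes stood over 0.2 above the other chromosomes in both groups, where 3 copies in every cell would give 0.58. The exception, from 20 to 30 Mb, holds 39 genes and stood 0.13 above in PRC1/2-null cells, and no measure of DNA copy number was used here.

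Over all genes, in the test of the sum of the single losses, 186 genes lay above and 656 below it in PRC1/2-null cells, so that the change after tamoxifen differed between the *Ring1*-/-;*Rnf2* fl/fl and *Ring1*-/-;*Rnf2* fl/fl;*Eed*-/- lines. *Pcdh9*, a protocadherin gene that the paper does not discuss, had log2 fold changes of 7.49 in PRC2-null and 7.28 in PRC1/2-null cells in the authors' deposited table, and its implied share of all normalized counts was 0.00451% in wild type, 1.13% in PRC2-null and 1.03% in PRC1/2-null cells.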

How the results depend on the processing

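The alternatives of chromosome 11, unshrunken fold changes, 1 entry per gene and CpG-rich 5′ ends were chosen after the data were examined. No paired analysis was possible because the deposited tables hold comparisons of groups with no values per library, and for the same reason no replicate could be left out, no other split of the libraries was made, no other tool was run on counts, no fit of only 2 groups was made and no pseudocount was varied. CpG island promoters in the genome, with their alternatives, were not run. Of the alternative values of the counts, overlaps, correlations, differences and CpG shares, 99 stayed within 1.5 times the reported count or on the same side of the test, 23 counts moved further, 3 correlations changed with no test to judge them by, 2 reversed and 1 passed its test anew. With no fold threshold 3225 genes were higher and 2781 lower in PRC1-null, 5473 and 4818 in PRC2-null, and 6399 and 5756 in PRC1/2-null cells, since smaller changes are then counted. A fold over 4 left 650 and 15, 1146 and 156, and 2038 and 448 in the same order, and a fold over 1.5 gave 629, 2431 and 3768 lower genes. Genes higher in all 3 comparisons numbered 2427 with no fold threshold and 348 with a fold over 4, those shared by PRC1-null and PRC2-null cells 2474 and 354, by PRC1-null and PRC1/2-null cells 2910 and 598, and by PRC2-null and PRC1/2-null cells 4821 and 1019. At a mean normalized count of at least 10 the 3 correlations were 0.669, 0.779 and 0.904, which are within 1.5 times the reported ones, and no spread between replicates was known. With fold changes recentred on the median of genes with a mean of at least 100, 2113 genes were higher and 152 lower in PRC1-null, 3034 and 906 in PRC2-null, and 4305 and 1676 in PRC1/2-null cells. Without chromosome 11, and with no recentring, the counts of higher and lower genes were 1826 and 182, 2602 and 951, and 3640 and 1865 in the same order. With 1 entry per gene they were 1776 and 182, 2627 and 908, and 3674 and 1815. Taking the shared controls into account in the variance raised the departures from the sum of the single losses to 274 above and 891 below. Ligands in PRC2-null cells reversed for lower members, where 9 were lower with no fold threshold, a smaller share than that of the other genes, and the cause was not tested. The share of CpG-rich 5′ ends higher in PRC1-null cells was 13.0% over the first 500 nt with a GC content of at least 55% and an observed/expected CpG ratio of at least 0.65, and passed its test there, and 10.8% over the first 200 nt, where it was below the other genes. In PRC1/2-null cells the share by the definition over 500 nt was 24.0% and above the other genes, and the cause of these reversals was not tested. Among tests of list members 277 were on the same side of the threshold, 5 fell short, 5 passed anew and 1 reversed, and among those of named genes 2361 were on the same side, 11 fell short and 10 passed anew. The fold changes of chromosome 11 were also lowered by its median excess over the other chromosomes, 0.47 in PRC2-null and 0.52 in PRC1/2-null cells. The lowering ended the calls of *Cbx2*, *Hoxb9* and *Wnt3a* in PRC2-null and of *Meis1* in PRC1/2-null cells. It added 2 calls of lower genes in PRC1/2-null cells, *Suz12* and *Fgf18*, which were at -0.88 and -0.55 in the authors' deposited table. Camera made 27 calls at a preset correlation of 0.01, 24 at 0.05 and 21 at 0.1. Depth per library is unknown, and its effect on the calls of rare transcripts was not tested.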

Other observations

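The tests of the region of *Meg3* were set before their results were seen, but the rule of the deletion test was changed afterwards. The search of CpG-rich 5′ ends was chosen after the data were examined. Values are in the order PRC1-null, PRC2-null and PRC1/2-null where 3 are given. The cell cycle inhibitors *Cdkn2a*, *Cdkn2b* and *Cdkn2c* rose in all 3 groups. *Cdkn2a*, which encodes p16 and p19ARF, was at 1.24, 1.42 and 1.39 in the authors' deposited table, and *Cdkn2b* at 1.87, 2.53 and 3.08. Of 7 cyclin-dependent kinase inhibitors they were the ones higher in PRC1-null cells, and *Cdkn1c* was higher too in the other groups, with none lower in any (3 and 0, 4 and 0, and 4 and 0 when adjusted over the list alone; Fisher's exact test, adjusted p = 0.0792, 0.034 and 0.0918; camera, adjusted p = 0.0658, 0.0911 and 0.0991). Neurogenic transcription factors were split, with 14 higher and 1 lower of 35, and 12 higher and 4 lower and 21 higher and 7 lower of 39 (14 and 1, 12 and 4, and 21 and 7 when adjusted over the list alone). *Zic1* of the cerebellum was at 4.33, 2.52 and 4.10 in the authors' deposited table, and *Olig1* was lower in PRC1-null cells and *Neurod1*, *Olig1*, *Sox1* and *Sox11* in PRC2-null cells, chosen after their values were seen. For this list Fisher's exact test for higher members gave adjusted p = 3.36e-05, 0.0333 and 3.11e-05 and camera adjusted p = 5.62e-07, 0.138 and 0.0885, so that the camera test passed in PRC1-null cells and not in the others.

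Imprinted genes went both ways, with 9 higher and 1 lower, 14 higher and 6 lower and 18 higher and 9 lower of 45 (9 and 1, 14 and 6, and 18 and 9 when adjusted over the list alone; Fisher's exact test for higher, adjusted p = 0.121, 0.0176 and 0.016; for lower, adjusted p = 0.625, 0.074 and 0.103; camera, adjusted p = 0.138, 0.589 and 0.215), and the lower one in PRC1-null cells was *Usp29*, chosen after its value was seen. *Mest*, expressed from the paternal copy, was at -4.85 in PRC2-null and -4.52 in PRC1/2-null cells in the authors' deposited table, and *Halr1*, a noncoding RNA beside the *Hoxa* cluster, at -5.64 and -6.87. The maternal noncoding RNAs *Meg3* and *Rian* fell by 7.02 and 6.35 on the log2 scale in PRC2-null cells and by 6.10 and 5.95 in PRC1/2-null cells in the authors' deposited table. A deletion at *Meg3* was tested with 10 protein-coding neighbours within 1 Mb. Their median unshrunken log2 fold change was 0.45 in PRC2-null cells (range -1.12 to 2.79). By the rule set in advance this median counted against a deletion. After it was seen, the rule was changed to require a margin over the neighbours' standard deviation of 1.23. The neighbours went both ways, so a deletion stays open by the changed rule alone. The 2 highest of them, *Dlk1* and *Dio3*, the latter chosen after its value was seen, rose in PRC1-null cells too. A change of the maternal copy to the paternal pattern of expression could raise the paternal gene *Dlk1*. This gene was at 1.57 in PRC2-null and 3.94 in PRC1/2-null cells. *Dlk1* was also at 2.90 in PRC1-null cells, where *Meg3* was at -0.54 (adjusted p = 0.0713). Its differences from PRC1-null cells were 1.04 in PRC1/2-null and -1.32 in PRC2-null cells (Wald test, adjusted p = 0.00231 and 2.25e-04). Such a change of the maternal copy and release of *Dlk1* from Polycomb therefore cannot be told apart. The other paternal gene, *Rtl1*, chosen after its value was seen, was at -0.17 in PRC2-null and 0.15 in PRC1/2-null cells in the authors' deposited table, with a mean normalized count of 0.41 and no adjusted p, too low to decide.

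Among Polycomb subunits 6 higher and 2 lower, 8 higher and 4 lower and 8 higher and 8 lower of 44 were found (6 and 2, 8 and 4, and 8 and 8 when adjusted over the list alone; Fisher's exact test for higher, adjusted p = 0.723, 0.769 and 0.954; for lower, adjusted p = 0.173, 0.497 and 0.236; camera, adjusted p = 0.844, 0.153 and 0.0241, and 0.159 for PRC1/2-null cells at a preset correlation of 0.05). Lower were *Phc1* and *Ring1* in PRC1-null and *Cbx7*, *Eed*, *Mtf2* and *Phc1* in PRC2-null cells, where *Cbx7*, *Mtf2* and *Phc1* were chosen after their values were seen. *Cbx2*, on chromosome 11 with its excess of 0.47 and 0.52 in the *Eed*-/- groups, was at 0.98, 1.40 and 1.71 in the authors' deposited table, and *Bmi1* at 1.63, 1.84 and 1.94. In wild type the implied means were 229 for *Cbx2* and 132 for *Bmi1*, above those of 54.7% and 48.2% of entries, beside 1235 for *Pcgf2* and 2511 for *Cbx7*. Housekeeping genes had none called in PRC1-null, 2 higher and 0 lower in PRC2-null and 3 higher and 3 lower in PRC1/2-null cells, of 25 (0 and 0, 2 and 0, and 3 and 3 when adjusted over the list alone; Fisher's exact test for higher, adjusted p = 0.199, 0.82 and 0.552; camera, adjusted p = 0.325, 0.957 and 0.659). The higher ones were *B2m* and *Reep5* in both *Eed*-/- groups and *Actb* in PRC1/2-null cells, where *Gapdh*, *Pgk1* and *Tfrc* were lower, *Pgk1* and *Tfrc* chosen after their values were seen. Of 27 p53 target genes 1 higher and 0 lower, 5 higher and 1 lower and 6 higher and 1 lower were found (1 and 0, 5 and 1, and 6 and 1 when adjusted over the list alone; Fisher's exact test for higher, adjusted p = 0.569, 0.833 and 1; camera, adjusted p = 0.686, 0.844 and 0.613). *Pmaip1*, which encodes the cell death protein NOXA, was higher in PRC1-null cells at 1.07 in the authors' deposited table, and *Btg2*, *Dglucy*, *Fas*, *Plk2* and *Pmaip1* were higher in PRC2-null cells. *Gdf15*, chosen after its value was seen, was the lower member in PRC2-null and in PRC1/2-null cells. Of 25 glycolysis and hypoxia genes 1 higher and 0 lower, 3 higher and 1 lower and 1 higher and 6 lower were found (1 and 0, 3 and 1, and 1 and 6 when adjusted over the list alone; Fisher's exact test for lower, adjusted p = 1, 1 and 0.0918; camera, adjusted p = 0.0638, 0.659 and 0.0908), and *Ndrg1* was higher in all 3 groups, with *Ankrd37* and *P4ha1* higher and *Pdk1* lower in PRC2-null cells.

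Transcripts with a CpG-rich 5′ end, by a GC content of at least 50% and an observed/expected CpG ratio of at least 0.6 over the first 300 nt, are not the CGI promoters of the study. Of these 11.2%, 13.7% and 21.1% were higher, with odds ratios against the other genes of 1.01, 0.725 and 0.910 (Fisher's exact test, p = 0.922, 3.83e-15 and 0.00915). Other definitions changed this, with odds ratios of 1.31, 0.907 and 1.20 (Fisher's exact test, p = 4.09e-08, 0.0253 and 1.32e-06) with a GC content of at least 55% and a ratio of at least 0.65 over the first 500 nt, where 3 choices changed at once, and of 0.905, 0.669 and 0.820 over the first 200 nt with at least 50% and 0.6 as over 300 nt. Only in PRC2-null cells was the share below that of the other genes by every definition. Over all genes tested the shares higher were 11.2%, 15.6% and 21.8%, and over all entries of the gene set, tested or not, they were 9.47%, 14.1% and 19.7%. The paper's values for CGI promoters are 11.2%, 14.1% and 21.2%, and its list of these promoters was not used here. *Ovol1*, a locus that the paper shows, was at 1.20, 1.37 and 2.59 in the authors' deposited table.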
